# G3BP1 controls the senescence-associated secretome and its impact on cancer progression

**DOI:** 10.1038/s41467-020-18734-9

**Published:** 2020-10-05

**Authors:** Amr Omer, Monica Cruz Barrera, Julian L. Moran, Xian J. Lian, Sergio Di Marco, Christian Beausejour, Imed-Eddine Gallouzi

**Keywords:** Cell biology, Senescence

## Abstract

Cellular senescence is a known driver of carcinogenesis and age-related diseases, yet senescence is required for various physiological processes. However, the mechanisms and factors that control the negative effects of senescence while retaining its benefits are still elusive. Here, we show that the rasGAP SH3-binding protein 1 (G3BP1) is required for the activation of the senescent-associated secretory phenotype (SASP). During senescence, G3BP1 achieves this effect by promoting the association of the cyclic GMP-AMP synthase (cGAS) with cytosolic chromatin fragments. In turn, G3BP1, through cGAS, activates the NF-κB and STAT3 pathways, promoting SASP expression and secretion. G3BP1 depletion or pharmacological inhibition impairs the cGAS-pathway preventing the expression of SASP factors without affecting cell commitment to senescence. These SASPless senescent cells impair senescence-mediated growth of cancer cells in vitro and tumor growth in vivo. Our data reveal that G3BP1 is required for SASP expression and that SASP secretion is a primary mediator of senescence-associated tumor growth.

## Abstract (web summary)

The mechanisms that control the deleterious behaviour of senescent cells is unclear. Here, the authors show that G3BP1 is required for the induction of the senescence-associated secretory phenotype (SASP), without affecting senescence, and that SASP secretion is a primary mediator of senescence-associated tumour growth.

## Introduction

The Ras GTPase-activating protein-binding protein 1 (G3BP1), a key factor in the stress response and stress granule (SG) assembly, is associated with several processes including pro-survival response and cell fate^1–5^. In mice, G3BP1 expression is essential, as its complete knockout leads to neonatal death^6^. In fact, *G3bp1*^−/−^ mouse embryonic fibroblasts (MEFs) show an increase in cell death by apoptosis and impaired proliferation^6^. Recently obtained viable *G3bp1*^−/−^ mice, from an alternate background, exhibit a premature aging phenotype as well as symptoms of pathologies related to aging such as ataxia^7^. While these observations suggest that G3BP1 could play a role in aging and age-related phenotypes, this possibility has yet to be explored.

One of the main promoters of age-related disease, such as cancer, is cellular senescence, a process by which cells enter an irreversible cell cycle arrest in response to various stresses^8–11^. Generally, these cells undergo profound molecular and biological changes, namely decreased genomic stability and chromatin organization due to a loss in Lamin B1 expression^12,13^, induction of key cyclin-dependent kinase inhibitors (CDKIs) p21^WAF1/Cip1^ and p16^INK4a^ which inhibit proliferative signaling by retinoblastoma (RB) protein^8,14^, increased markers of DNA damage^15–17^ and induction of the senescent-associated secretory phenotype (SASP)^18^. The SASP is a large group of secreted factors that include cytokines, chemokines, angiogenic factors, extracellular matrix‐remodeling proteases, and growth factors (e.g. IL‐6, IL‐8, and TNFα)^18,19^. Despite the protective role that senescence plays in an organism, the accumulation of senescent cells during aging has been associated with many cancers by enhancing neoplastic cell proliferation and metastasis^18,20,21^. The most striking evidence supporting a link between senescence and cancer is the fact that removing senescent cells from mice decreases cancer occurrence throughout their lifespan^22,23^. Since the loss of G3BP1 is associated with age-related phenotypes, it is possible that G3BP1 modulates these effects by controlling cellular senescence and cancer growth.

In this study, we assessed the role of G3BP1 as a regulator of the deleterious effects of senescent cells. Using in vitro and in vivo models of senescence and tumor growth, we determined that although G3BP1 does not affect the senescence process, it does play a vital role in the ability of senescent cells to induce the SASP. Importantly, we demonstrate that the SASP, in a G3BP1-dependent manner, are primary promoters of paracrine-mediated effects such as cancer growth. We also delineated the mechanism by which G3BP1 achieves this effect and we provide a proof-of-principle that G3BP1 could be considered as a potential drug target to alter the behavior of senescent cell in order to combat age-related disease.

## Results

### Loss of G3BP1 does not prevent cell commitment to senescence

In order to determine the role of G3BP1 during cellular senescence, we used small interfering RNAs (siRNAs) targeting *G3BP1* mRNA in WI-38 or IMR-90 primary human lung fibroblasts, both of which are well-established cell models for cellular senescence^24,25^. We tested multiple siRNAs to target exons 1, 4 and 7 of *G3BP1* (Supplementary Fig. 1a), and found that the most consistent depletion was achieved using siRNA targeting exon 4 and exon 7 (referred hereafter as siG3BP1 #1, or simply siG3BP1, and siG3BP1 #2, respectively) which were utilized for the remainder of our study. We induced senescence by exposing WI-38 or IMR-90 expressing G3BP1 or not to ionizing radiation (10 Gy), or through lentiviral-mediated overexpression of HRAS^G12V^ in WI-38 cells, and assessed primary markers of cellular senescence such as senescence-associated β-galactosidase activity (SA-β-gal)^26^, the loss of Lamin B1 (ref. ^13^), and the formation of senescence-associated heterochromatin fragments (SAHF)^27^. We observed that depleting G3BP1 from WI-38 or IMR-90 did not affect their ability to commit to the senescence phenotype as demonstrated by an increase in SA-β-gal and SAHF formation 8-day post-ionizing radiation (+IR) and after HRAS^G12V^ overexpression, as well as a decrease in Lamin B1 (*LMNB1*) mRNA steady-state levels (Fig. 1a–e and Supplementary Figs. 1b–d, 2a–c). These results were subsequently confirmed by examining early markers of senescence such as the accumulation of γH2AX foci in the nucleus^28^ and the proliferative capacity of a cell using Ki-67 staining^29^. Indeed, the absence of G3BP1 promoted the formation of γH2AX foci in the nucleus and triggered a significant decrease in Ki-67 staining (Fig. 1e and Supplementary Fig. 1e–f). In addition, the expression of bona fide markers of senescence^30^ such as p21^WAF1/Cip1^ or p16^INK4a^ did not change in the absence of G3BP1 when compared to siCTL-treated cells, while G3BP1 depletion had differential effects on the phosphorylation status of RB and p53 which was dependent on cell-type or the way by which we induced senescence (Fig. 1f, Supplementary Figs. 3, 4). Together these data clearly show that the depletion of G3BP1 from primary fibroblasts does not affect their ability to commit to senescence. Of note, since irradiation did not induce the formation of stress granules in WI-38 fibroblast (Supplementary Fig. 5), we also concluded that any effect of G3BP1 on the behavior of senescent fibroblasts, does not involve its well-known function as a promoter of stress granule assembly^3,31,32^.

**Fig. 1:**
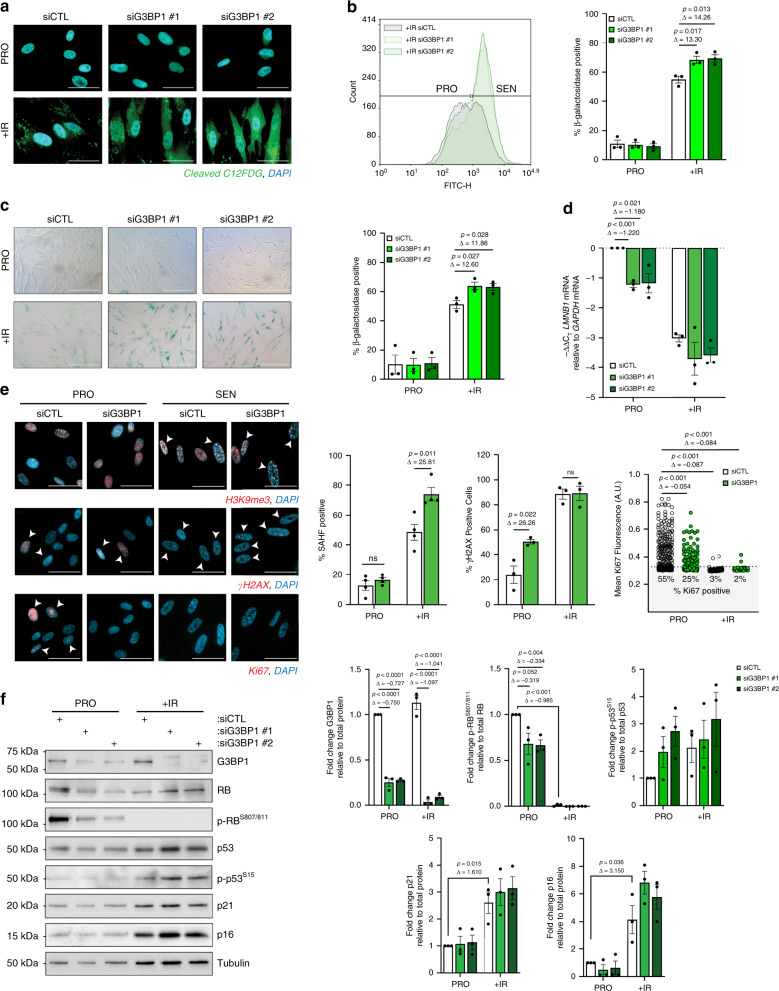
G3BP1 depletion increases abundance of senescent cells and senescence-associated phenotypes. WI-38 cells were treated with siRNA against G3BP1 (siG3BP1 #1 and #2) or scrambled control (siCTL) and assessed during proliferative stage (PRO) and 8-days post-ionizing radiation (+IR). **a** SA-β-gal was assessed using C12FDG. Cells were treated with DAPI to visualize nuclei. Scale bar, 50 μm. **b** (left) SA-β-gal was assessed using C12FDG via flow cytometry in +IR cells. (right) Graph representing % SA-β-gal positive cells using flow cytometer. The data are a mean of three independent experiments ± s.e.m. (two-tailed unpaired Student’s *t* test). **c** (left) SA-β-gal was assessed using X-gal. Scale bar, 100 μm. (right) Graph representing % SA-β-gal positive cells from (**c**). The data are a mean of three independent experiments ± s.e.m. (two-tailed unpaired Student’s *t* test, exact <0.001 *p*-values from left to right: 0.00016). **d** RNA was assayed by qPCR using primers against *LMNB1* mRNA. The data are a mean of three independent experiments ± s.e.m (two-tailed unpaired Student’s *t* test) **e** WI-38 cells were analyzed by immunofluorescence against mH2A, γH2AX, and Ki67, as labeled, during PRO and +IR. DAPI staining was used to visualize nuclei. Arrows indicate cells positive for indicated marker. Scale bar, 50 μm. (right) Graphs representing % SAHF positive cells % γH2AX positive cells and mean Ki67 intensity. The data are a mean of four and three independent experiments ± s.e.m, for % SAHF positive cells, determined by formation of DAPI foci colocalized with H3K9me3 foci, % γH2AX positive cells, determined by the presence of >4 nuclear γH2AX foci >300 nm in diameter, respectively, and a distribution of measured Ki67 intensities of a minimum of 300 cells per condition, *n* = 376, 338, 300, 342 from left to right (two-tailed unpaired Student’s *t* test, exact <0.001 *p*-values from left to right: 1.8E−13, 1.0E−15. 1.0E−15). **f** (left) WI-38 cell lysates were subjected to western blot analysis against indicated proteins. (right) Quantifications represent a mean of relative protein levels from three independent experiments ± s.e.m (two-tailed unpaired Student’s *t* test, exact <0.001 *p*-values from left to right: 2.9E−6, 2.0E−7, 1.2E−6, 7E−8, 1.8E−8). Source Data for the graphs in (**b**–**f**) as well as blots in (**f**) are provided in the Source Data File.

### Depletion of G3BP1 severely impairs the inflammatory SASP

Next, we performed RNA sequencing analysis on total RNA from IR-treated WI-38 cells to determine the pathways which may be affected by the loss of G3BP1 in these senescent cells. 

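G3BP1 RNA fell in both libraries that received the siRNA against it. The gene, which encodes an RNA-binding protein of stress granules, lies on chromosome 5 of GRCh38 from 151771045 to 151812785. Its level was 2675 normalized reads in siCTL A, 2522 in siCTL B, 201 in siG3BP1 A and 271 in siG3BP1 B. This is a log2 fold change of -3.47 (standard error 0.34, n = 2 libraries per group, adjusted p = 9.10e-21 from limma with Benjamini-Hochberg adjustment). G3BP1 passed the test without any one of the 4 libraries, the largest adjusted p from limma being 0.0187 without siG3BP1 A. G3BP1 has an exonic GC content of 39.6%, and after each library was corrected for its trend with GC content its log2 fold change was -2.33 (adjusted p = 0.0329 from limma).

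The cells were WI-38, normal fibroblasts from human embryonic lung that stop dividing after irradiation. They received siG3BP1 (listed strand UCAACAUGGCGAAUCUUGGTG, whose complement without the overhang lies at position 356 of the G3BP1 transcript) or a scrambled siRNA (siCTL), were irradiated with 10 Gy and were harvested at day 8. Total RNA of 2 libraries per group, called A and B, was sequenced. The labels do not say that A and B are separate cultures. The paper states in general that treatments were paired with their controls and settings repeated independently, without saying so of these libraries or what the letters mark. P-values here therefore measure only the spread between these libraries, pooled over genes, which may be technical.

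The authors aligned the reads to GRCh38, counted reads per gene and normalized the counts with DESeq2. The deposited values are normalized reads. Multiplied by a factor of their library, 100% of them are whole numbers of reads at a tolerance of 1e-06 reads. The factor is 1.25 for siCTL A, 1.63 for siCTL B, 0.910 for siG3BP1 A and 1.22 for siG3BP1 B. The recovered reads counted in genes sum to 16944404 in siCTL A, 22745000 in siCTL B, 17169469 in siG3BP1 A and 19233994 in siG3BP1 B. The paper's methods give over 60 M reads sequenced per sample (M, 1e+06 reads). The values used here are the reads counted in genes. The paper's reads were paired-end, and the deposited values do not show whether a pair was counted once. The totals may thus be in unlike units.

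Genes with a mean of at least 10 normalized reads (13422 of 58219) were tested with limma on log2(value + 0.5). A fold change is on that scale, which understates the change of low genes. In the fit over all libraries limma's prior degrees of freedom were not finite. The standard error of a gene then follows a trend over all genes at its level, not the spread of its own libraries. Libraries of one group differed by more than sampling noise, with a chi-square per gene of 31.0 between the siCTL libraries and 110.2 between the siG3BP1 libraries. Each library also deviated from the gene means with the exonic GC content of the gene. The Spearman rho of this deviation across 13350 genes was -0.79 for siCTL A, -0.71 for siCTL B, 0.77 for siG3BP1 A and 0.62 for siG3BP1 B (genes are not independent replicates). Between the siG3BP1 libraries, the difference A minus B had a rho of 0.64 with GC content, against -0.17 between the siCTL libraries.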

Principal component analysis (PCA) of the top 5,000 most varying genes showed that depletion of G3BP1 substantially altered the levels of RNA in senescent cells (Fig. 2a). Moreover, as seen by hierarchical clustering of the top 500 most differentially expressed genes, this alteration was mainly due to a decrease in the levels of a majority of RNAs (Fig. 2b and Supplementary Data 1). 

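Several fibroblast genes were lower in both siG3BP1 libraries than in both siCTL libraries and also differed between siG3BP1 A and B. LUM, which encodes the matrix proteoglycan lumican, was at 620.3 normalized reads in siCTL A, 1262 in siCTL B, 46.2 in siG3BP1 A and 318 in siG3BP1 B, a log2 fold change of -2.86 (standard error 0.34, adjusted p = 6.80e-14 from limma). FAP, a surface protease of activated fibroblasts, fell by 2.75 on the log2 scale (standard error 0.34, adjusted p = 1.65e-12 from limma), and POSTN, the matrix protein periostin, fell by 2.64 (standard error 0.34, adjusted p = 5.25e-12 from limma). Of 28 measured genes of fibroblasts and extracellular matrix, 8 were lower, 2 were higher and 18 did not pass the test (8 lower and 1 higher when adjusted over the list alone). The list as a whole did not pass (mean log2 fold change -0.41, adjusted p = 0.609 from camera of limma). It passed without siCTL A (mean -0.75, adjusted p = 0.0176 from camera), under quantile normalization (adjusted p = 0.0219) and after GC correction with the letter as a block (adjusted p = 0.0244), each at the preset correlation. With an estimated correlation, which leaves camera few degrees of freedom here, the adjusted p was 0.846 from camera over all libraries. The mean of the list was -0.0651 without siCTL B. The mean exonic GC content of its members was 49.5%, and that of LUM, FAP and POSTN is 34.9%, 38.3% and 35.7%. After correction for GC content, the log2 fold change of LUM was -1.51 (adjusted p = 0.216 from limma), that of FAP -1.54 (adjusted p = 0.0779 from limma) and that of POSTN -1.33 (adjusted p = 0.172 from limma). With the letter of the library as a block after this correction, 16 of the 28 genes passed in limma. Of the 28 genes, 4 passed without siCTL A, 1 (FAP) without siCTL B, 5 without siG3BP1 A and 11 without siG3BP1 B. LUM had an adjusted p = 0.0782 from limma without siCTL B, and POSTN 0.205 without siCTL B and 0.0519 without siG3BP1 A. Without siG3BP1 A the log2 fold change of LUM was -1.48 and that of POSTN -1.69.

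Over the 5000 most varying of the tested genes, the first principal component held 85.6% of the variance and the second 11.1%. On the first component siCTL A and B lay at -44.4 and -53.8, and siG3BP1 A and B at 78.0 and 20.2. The distance between the siG3BP1 libraries was 70.6 and that between the siCTL libraries 43.8, while libraries of different groups lay 79.1 to 134 apart. Without the filter on low values the first component held 54.2%.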

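Of the 500 genes with the smallest p, 464 (92.8%) were lower after G3BP1 depletion. The largest falls were ranked among protein-coding genes that passed, with a mean of at least 50 and no overlap between groups. Beside G3BP1 the first was TNFSF18, the ligand of the GITR receptor, with a log2 fold change of -3.42 (standard error 0.36). PDGFD, a platelet-derived growth factor, was at -3.27 (standard error 0.45), FGL2 at -3.14 and RFTN2 at -3.03. They were followed by the sodium channel gene SCN7A with -3.02, VCAM1, an adhesion molecule for leukocytes, with -3.02 (standard error 0.34) and TNFSF15, a cytokine of the TNF family, with -2.97 (standard error 0.37). Each of these 8 genes, G3BP1 included, was lower in both siG3BP1 libraries than in both siCTL libraries, and the largest adjusted p among them was 5.06e-10 from limma. In the authors' deposited table the adjusted p is 0.230 for PDGFD and 0.181 for VCAM1, and under 0.05 for the others. The mean over libraries in that table differs by over 1.5 times from the mean of these 4 libraries for 17.5% of genes. Whether its p-values rest on these 4 libraries alone was not tested. TNFSF18 was at 182 and 510.5 normalized reads in siCTL A and B and at 11.0 and 70.5 in siG3BP1 A and B. All 8 genes passed without siCTL A and without siG3BP1 B in limma. Without siCTL B, PDGFD (adjusted p = 0.211 from limma) and SCN7A (adjusted p = 0.0679 from limma) did not pass, and without siG3BP1 A PDGFD did not (adjusted p = 0.177 from limma). Without siG3BP1 A the log2 fold change was -2.11 for TNFSF18, -1.46 for PDGFD, -1.79 for FGL2, -1.57 for VCAM1 and -1.82 for TNFSF15. Without siG3BP1 B it was -5.09 for PDGFD and -4.46 for VCAM1, which was at 27.5 normalized reads in siG3BP1 A and 206 in siG3BP1 B.

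The size of the change followed the GC content of the gene, with a Spearman rho of 0.80 across the genes with a reference sequence. In the decile of genes with the lowest GC content (29.0% to 38.7%) the median log2 fold change was -1.35, with 1105 genes lower and 6 higher at an adjusted p under 0.05 from limma. In the decile with the highest (60.9% to 85.5%) it was 0.99, with 3 genes lower and 920 higher. The 8 genes with the largest falls have a GC content of 35.7% to 42.1%. After correction of each library for GC content, 206 of the 500 genes with the smallest p were lower, and of the 8 genes G3BP1 alone passed, whereas all 8 passed with the letter as a block. TNFSF18 was at -2.18 (adjusted p = 0.131 from limma) and SCN7A at -1.80 (adjusted p = 0.0763 from limma).

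**Figure D1:**
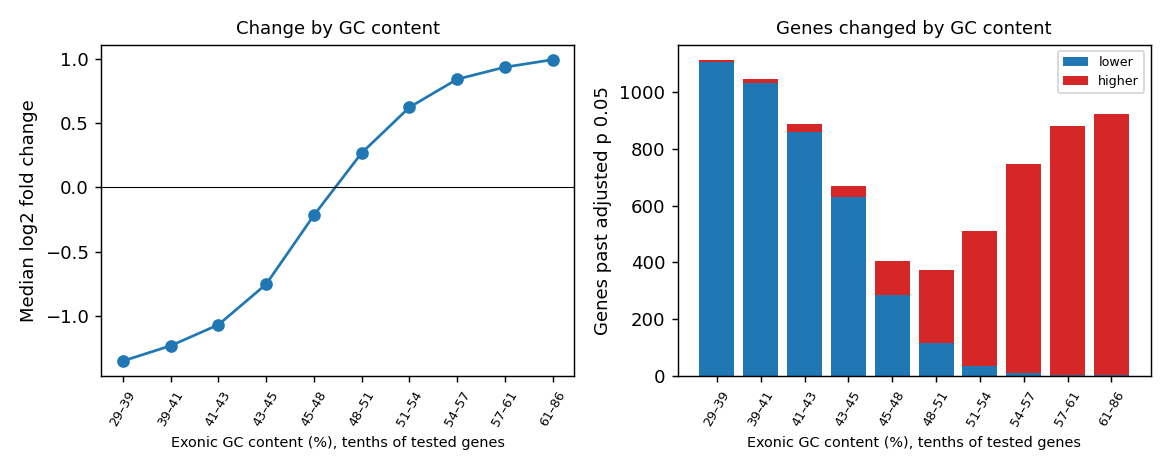
Tested genes in deciles of exonic GC content (horizontal axis, %). Left, the median log2 fold change of siG3BP1 against siCTL; right, the number of genes lower (blue) and higher (red) at an adjusted p under 0.05 from limma. The median goes from -1.35 in the lowest decile to 0.99 in the highest.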

We further analyzed this data using differential expression analysis and Ingenuity Pathway Analysis (IPA) in order to integrate our RNA sequencing data to known pathways. Assessing senescence related pathways, we found that the loss of G3BP1 drastically downregulated cytokine and immune response pathways when compared to cell cycle signaling (Fig. 2c–e). 

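More receptors and responders of cytokines were lower than higher as single genes, and the same held for genes of the cell cycle. Of 30 measured cytokine and interferon receptors, 13 were lower, 3 higher and 14 did not pass (12 and 3 when adjusted over the list alone). Of 49 measured type I interferon response genes, 22 were lower, 7 higher and 20 did not pass (22 and 7 when adjusted over the list alone). Among them PARP14 was lower, with a log2 fold change of -2.21 (standard error 0.34, adjusted p = 2.65e-08 from limma), SAMD9L with -2.03, GBP1, a guanylate-binding protein, with -1.86 and DTX3L with -1.84. Of 20 measured components of cGAS-STING and RNA sensing, 8 were lower, 4 higher and 8 did not pass (8 and 4 when adjusted over the list alone). DDX58, the RNA sensor RIG-I, was at -1.59 (standard error 0.34, adjusted p = 6.39e-05 from limma), IFI16 at -1.47 and MB21D1, which encodes cGAS, at -1.67 (standard error 0.43, adjusted p = 7.88e-04 from limma). As whole lists they did not pass in camera of limma, with an adjusted p = 0.0707 for the receptors (mean log2 fold change -0.62), 0.129 for the interferon response (-0.48) and 0.620 for cGAS-STING (-0.30). The receptors passed in camera without siCTL A (adjusted p = 0.0437), without siCTL B (0.0371), with the letter as a block (0.0367), with a pseudocount of 5 (0.0324) and in edgeR (0.0371), all at the preset correlation. With an estimated correlation the adjusted p was 0.794 from camera for the receptors and 0.794 for the interferon response. The interferon response passed in camera without siCTL B (adjusted p = 0.00105, mean log2 fold change -0.75) and in edgeR (0.0418), and its mean was -0.22 without siCTL A.

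Of 36 measured mitotic genes, 17 were lower, 1 higher and 18 did not pass (17 and 1 when adjusted over the list alone). The list had a mean log2 fold change of -0.89 and an adjusted p = 5.14e-04 from camera, or 0.794 with an estimated correlation between genes. ANLN, a scaffold of the contractile ring, fell by 2.16 on the log2 scale (standard error 0.36, adjusted p = 4.75e-07 from limma) and KIF11, a spindle motor, fell by 2.14. Of 31 genes of DNA replication, 13 were lower, 1 higher and 17 did not pass (12 and 1 when adjusted over the list alone). The list had a mean of -0.64 and an adjusted p = 0.0398 from camera (0.794 with an estimated correlation), with the topoisomerase TOP2A at -1.89 and the exonuclease EXO1 at -2.74. Of 29 ATM, ATR and CHK checkpoint genes, 16 were lower, 4 higher and 9 did not pass (16 and 4 when adjusted over the list alone). The list had a mean of -0.78 and an adjusted p = 0.00736 from camera (0.794 with an estimated correlation), with NBN at -1.84, TOPBP1 at -1.84 and ATM at -1.71. Of 33 regulators of G1/S, 13 were lower, 6 higher and 14 did not pass (13 and 6 when adjusted over the list alone). Its mean was -0.33 (adjusted p = 0.378 from camera), with TFDP2, a partner of the E2F transcription factors, at -1.94. The difference between immune and cell cycle lists was not tested. The replication list had an adjusted p = 0.0808 from camera without siCTL A, 0.0626 without siG3BP1 A, 0.130 without siG3BP1 B and 0.143 under quantile normalization. It also did not pass with a mean of at least 50 (0.278), for protein-coding genes only (0.0749), in DESeq2 (0.107) or with the authors' p-values (0.0562). The mitotic list did not with a mean of at least 50 (adjusted p = 0.0536 from camera), nor the checkpoint list after length correction with the letter as a block (0.0549).

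Mean exonic GC content was 46.6% in the receptors, 46.8% in the interferon response, 49.3% in cGAS-STING, 45.2% in the mitotic, 48.8% in the replication, 45.5% in the checkpoint and 49.1% in the G1/S genes. After correction for GC content the smallest adjusted p of a member of these lists was 0.0663 from limma. Camera with its preset correlation then gave an adjusted p = 3.09e-04 for mitosis (mean log2 fold change -0.45), 2.63e-06 for replication (mean log2 fold change -0.56), 0.0136 for the checkpoint (mean log2 fold change -0.30) and 0.0438 for G1/S (mean log2 fold change -0.26). It gave an adjusted p = 0.0436 for the receptors (mean log2 fold change -0.30), 0.0913 for the interferon response (mean log2 fold change -0.18) and 0.231 for cGAS-STING (mean log2 fold change -0.19). With an estimated correlation the smallest adjusted p of these lists was 0.670 from camera. Of the receptors 16 passed in limma, against 1 without siCTL A, 0 without siCTL B and 14 without siG3BP1 A. Of the interferon response genes 29 passed, against 2 without siCTL A, 2 without siCTL B and 20 without siG3BP1 A. Of the cGAS-STING, mitotic, replication, checkpoint and G1/S genes 0 passed in limma without siCTL A and 0 without siCTL B, where 2740 and 2819 of all tested genes had an unadjusted p under 0.05. After GC correction with the letter as a block, 10 receptor, 24 interferon response, 7 cGAS-STING, 13 mitotic, 14 replication, 6 checkpoint and 10 G1/S genes passed in limma. Without siCTL A, ANLN had an adjusted p = 0.0605 and DDX58 one of 0.206 from limma, and without siCTL B 0.109 and 0.211. The paper ranked pathways by the z-scores of Ingenuity Pathway Analysis, which was not run here, and states that loss of G3BP1 lowered cytokine and immune response pathways in comparison with cell cycle signaling.

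**Figure D2:**
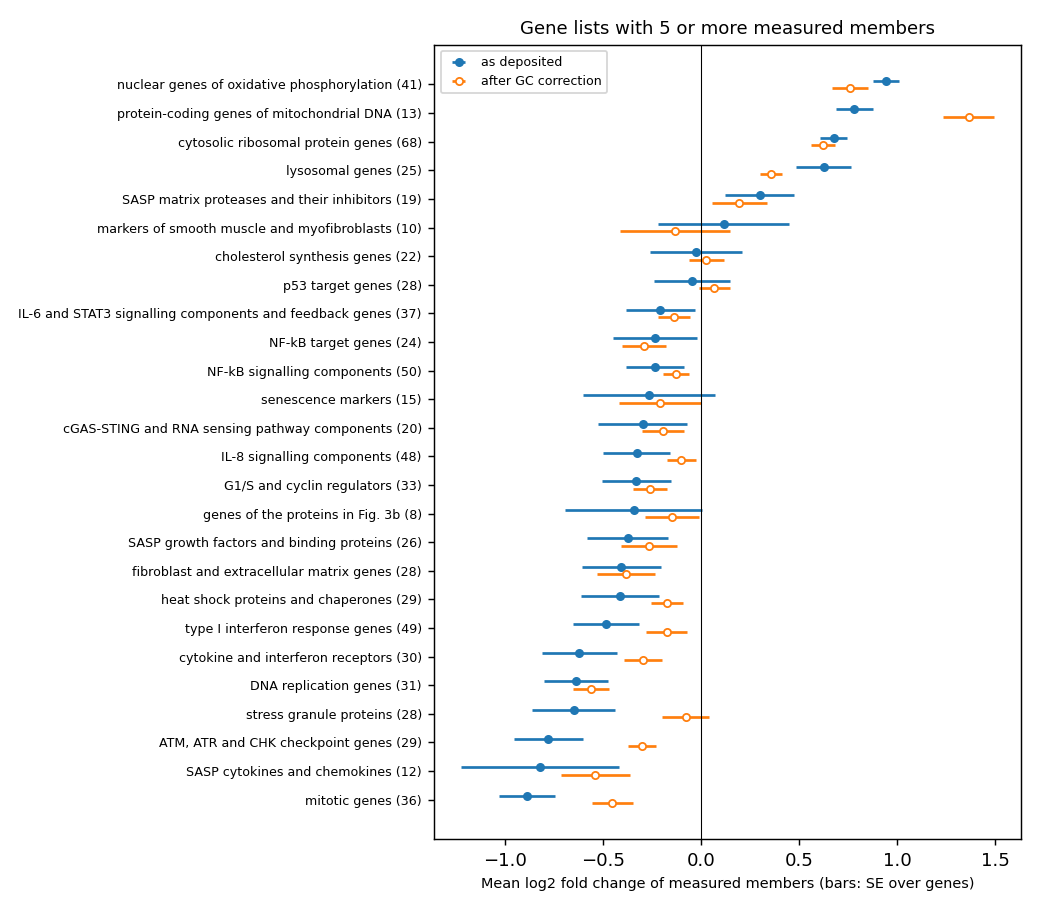
Mean log2 fold change, siG3BP1 against siCTL, of the measured members of each gene list (number in brackets); bars are the standard error over genes, filled points the normalized reads as deposited and open points the values after GC correction. Mitotic genes have a mean of -0.89 and type I interferon response genes one of -0.48.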

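Signaling components of NF-κB, IL-8 and IL-6 moved both ways after G3BP1 depletion. Of 50 measured components of NF-κB signaling, 18 were lower, 14 higher and 18 did not pass (18 and 15 when adjusted over the list alone). CHUK, a kinase of the IKK complex, was at a log2 fold change of -1.73 (standard error 0.34, adjusted p = 2.38e-05 from limma), the interleukin 1 receptor IL1R1 at -1.63 (standard error 0.33, adjusted p = 3.91e-05 from limma) and its co-receptor IL1RAP at -1.77 (standard error 0.39). Of 24 measured NF-κB target genes, 6 were lower, 4 higher and 14 did not pass (6 and 3 when adjusted over the list alone). SOD2, the mitochondrial superoxide dismutase, was at -1.51 (standard error 0.33, adjusted p = 1.07e-04 from limma) and BCL2L1, which encodes the survival factor BCL-XL, at 1.42 (standard error 0.33, adjusted p = 2.45e-04 from limma). Of 48 components of IL-8 signaling, 19 were lower, 15 higher and 14 did not pass (20 and 15 when adjusted over the list alone), with the G protein subunit GNAI3 at -1.73 and the kinase ROCK2 at -1.71. Of 37 components of IL-6 and STAT3 signaling, 13 were lower, 8 higher and 16 did not pass (13 and 8 when adjusted over the list alone), with the receptor LIFR at -1.57.

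As whole lists these did not pass in camera of limma. NF-κB signaling had a mean log2 fold change of -0.24 (adjusted p = 0.635), NF-κB targets -0.23 (adjusted p = 0.773), IL-8 signaling -0.33 (adjusted p = 0.378) and IL-6 and STAT3 signaling -0.21 (adjusted p = 0.677). Their mean exonic GC content was 49.2%, 51.2%, 47.6% and 49.9%. The GC-corrected mean log2 fold changes were -0.13, -0.29, -0.10 and -0.14. CHUK was at -0.50 (adjusted p = 0.137 from limma). The smallest adjusted p of a list member was then 0.0663 from limma, that of IL1R1 at -1.10. The 32 passing components of NF-κB signaling compare with 1 without siCTL A, 0 without siCTL B and 22 without siG3BP1 A in limma. The 10 passing targets compare with 1 without siCTL A, 1 without siCTL B and 5 without siG3BP1 A. Of the components of IL-8 signaling 34 passed, against 1 without siCTL A and 1 without siCTL B, and of those of IL-6 and STAT3 signaling 21, against 0 and 0. With the letter as a block after GC correction, 11 components of NF-κB signaling, 8 targets, 15 components of IL-8 and 11 of IL-6 and STAT3 signaling passed in limma. Without siCTL B, CHUK had an adjusted p = 0.211 from limma and GNAI3 0.211, and without siCTL A these were 0.127 and 0.140.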

The most downregulated pathways were those involved in the promotion of SASP expression such as NF-κB, IL-8 (also known as CXCL8) and IL-6 signaling^19^ (Fig. 2e–f). We validated targets of these pathways by qPCR and found that the loss of G3BP1 significantly decreased the levels of *TNFA*, *IL6* and *CXCL8* mRNAs in WI-38 and IMR-90 senescent cells (Fig. 3a, Supplementary Figs. 6a,7a). We then assessed total levels of various SASP factors in conditioned media obtained from senescent WI-38 cells, expressing or not G3BP1, using multiplex arrays. Similar to our RNA sequencing analyses, G3BP1-depleted senescent cells had a reduction in a majority of SASP factors, notably many matrix metalloproteases and promoters of inflammation (Fig. 3b). 

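SASP cytokines and growth factors included more lower than higher transcripts, and SASP proteases with their inhibitors more higher ones. Of 12 measured cytokines and chemokines among 28 listed, 6 were lower, 2 higher and 4 did not pass (6 and 2 when adjusted over the list alone). The chemokine CXCL5 was at a log2 fold change of -3.01 (standard error 0.70, adjusted p = 2.18e-04 from limma) and TNFRSF11B, the decoy receptor osteoprotegerin, at -1.43 (standard error 0.33, adjusted p = 2.20e-04 from limma). Of 19 measured proteases and inhibitors, 2 were lower, 9 higher and 8 did not pass (2 and 9 when adjusted over the list alone). ADAM17, which sheds membrane proteins, was at -1.08 (standard error 0.34, adjusted p = 0.00498 from limma) and the urokinase receptor PLAUR at 1.06. Of 26 growth factors and binding proteins, 12 were lower, 5 higher and 9 did not pass (12 and 5 when adjusted over the list alone). FGF7 was at -1.79 (standard error 0.34, adjusted p = 9.81e-06 from limma), ANGPT1 at -1.72, AREG at -1.62 and INHBA at -1.58. The lists did not pass as wholes in camera of limma (mean log2 fold change -0.82 and adjusted p = 0.191 for cytokines, 0.30 and 0.208 for proteases, -0.38 and 0.345 for growth factors). The cytokine list passed in camera without siCTL B (adjusted p = 0.0218), with the letter as a block (0.0494), and with the block after length correction (0.00560) or GC correction (0.0396). These calls are at the preset correlation, and with an estimated one the cytokine list had an adjusted p = 0.794 from camera, and 0.670 after GC correction. It also passed after GC and length correction, chosen after seeing the data (adjusted p = 0.0497 from camera at the preset correlation).

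Among the genes of the proteins on the multiplex array, 8 of 14 were measured. Of these 2 were lower, 1 higher and 5 did not pass (2 and 1 when adjusted over the list alone), with a mean of -0.34 and an adjusted p = 0.706 from camera of limma. MMP10 had a log2 fold change of -1.49 (standard error 0.50, adjusted p = 0.00795 from limma) and the inhibitor TIMP2 one of 0.81 (standard error 0.33, adjusted p = 0.0267 from limma). The 3 passing genes compare with 0 without siCTL A, 0 without siCTL B, 2 without siG3BP1 A and 5 without siG3BP1 B, in limma. Without siG3BP1 B the inhibitor TIMP1 was higher, with a log2 fold change of 0.84 (adjusted p = 0.00516 from limma), and IL6 was lower. TIMP1 also passed with the authors' p-values when these were adjusted over the tested genes (its adjusted p in the authors' deposited table is 0.0364). In that table, whose p-values may not rest on these 4 libraries alone, the 2 lower genes do not pass. Their adjusted p there is 0.101 for MMP10 and 0.182 for CXCL8. TIMP1 was at a log2 fold change of 0.30 without siG3BP1 A and -0.26 after GC correction. Values that did not pass over all libraries were 0.57 for TIMP1, 0.46 for MMP2, -0.43 for MMP3 and -0.39 for MMP1. MMP2 was at -0.14 under quantile normalization, and MMP1 at 0.39 without siCTL B and 0.63 without siG3BP1 A. CSF2 was below the filter. IL10, IFNA1, IFNG, MMP7 and MMP13 had 0 reads in all 4 libraries, which allows up to 3 reads in each by counting error alone. Their expression was not detectable at this depth.

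Mean exonic GC content was 47.4% in the cytokines, 50.4% in the proteases, 48.6% in the growth factors and 47.3% in the multiplex genes. The GC-corrected list means were -0.54, 0.19, -0.27 and -0.15, with a smallest adjusted p of a member of 0.133, 0.0877, 0.0663 and 0.207 from limma. With the letter as a block after this correction, 3 cytokines, 5 proteases, 12 growth factors and 0 multiplex genes passed. Without siCTL A, FGF7 had an adjusted p = 0.0987 and PLAUR one of 0.330 from limma. Without siCTL B these were 0.211 and 0.279. In limma 0 cytokines, 0 proteases and 0 growth factors passed without siCTL A, where 2740 of all tested genes had an unadjusted p under 0.05. Without siCTL B 1, 0 and 0 passed in limma, where 2819 had an unadjusted p under 0.05. Without siG3BP1 A, 3 cytokines, 6 proteases and 9 growth factors passed, and MMP10 had an adjusted p = 0.320 from limma. The log2 fold change without siG3BP1 A was -0.95 for TNFRSF11B, 0.65 for PLAUR, -1.16 for FGF7 and -0.87 for MMP10, and without siCTL B -0.94 for INHBA and -0.76 for MMP10.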

We further examined NF-κB and STAT3 activation and signaling required for the promotion of the SASP^18^ using western blot and immunofluorescence. G3BP1 depletion significantly reduced phosphorylation of IκBα and the nuclear localization of p65. STAT3 phosphorylation was also significantly reduced with the loss of G3BP1 (Fig. 3c–d, Supplementary Figs. 6b–c, 7b). Together, these observations demonstrate that the loss of G3BP1 downregulates NF-κB and STAT3 signaling and generates a unique class of senescent cells unable to produce inflammatory SASPs that we dub SASPless.

**Fig. 2:**
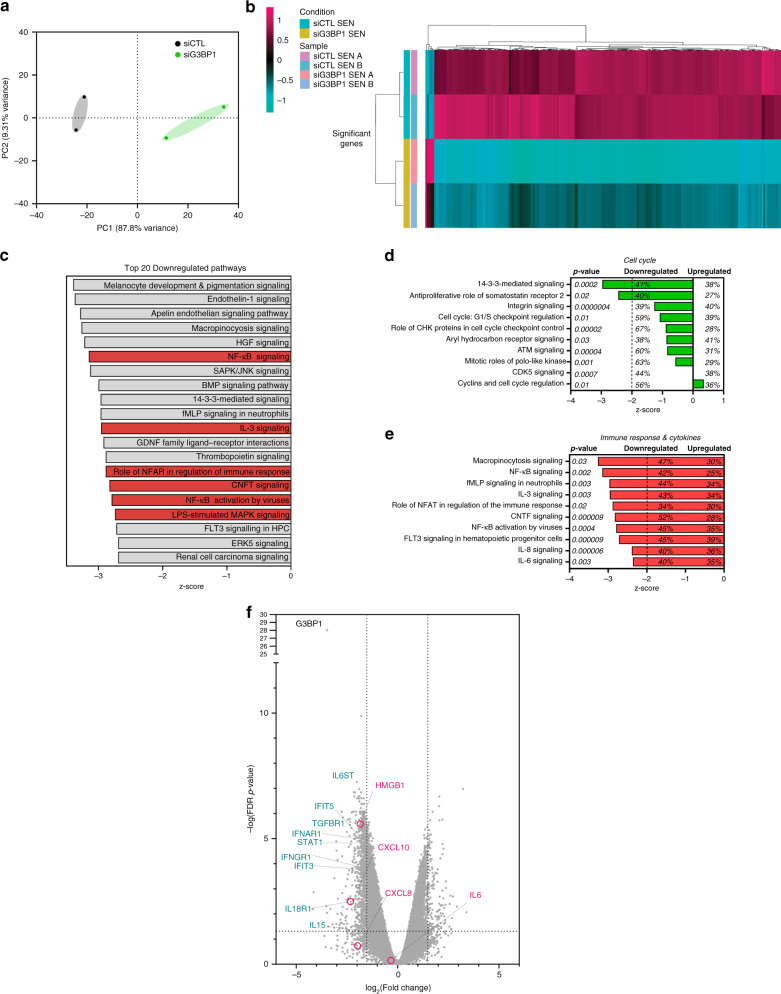
RNA sequencing of senescent cells depleted of G3BP1 reveals decreased activation of cytokine and inflammatory signaling pathways. **a** Total RNA from post-ionizing radiation (SEN) WI-38 cells treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL) were subjected to RNA sequencing. Data from the top 5000 varying genes from RNA sequencing were subjected to principle component analysis and scatterplot representing principle component 1 (PC1) and principle component 2 (PC2) are shown. **b** Data from RNA sequencing were subjected to hierarchical clustering analysis of top 500 most differentially expressed genes. **c** Data from RNA sequencing were subjected to Ingenuity Pathway Analysis and top 20 downregulated pathways (sorted by z-score with inflammatory signaling in red) are shown. **d**, **e** Data from RNA sequencing were subjected to Ingenuity Pathway Analysis and top 10 downregulated pathways specifically associated with cell cycle (**d**) and immune response (**e**) (sorted by z-score) are shown. *P*-values, % downregulated and % upregulated mRNAs in each pathway are shown. **f** Volcano plot of RNAs from RNA sequencing is shown (RNAs associated with inflammatory signaling — magenta, SASP associated RNAs — turquoise). Raw data for RNAseq are provided in Supplementary Data 1.

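Of the 13 genes labelled in the volcano plot of Fig. 2f, 12 were lower after G3BP1 depletion and IL6 did not pass the test. The largest falls were in the interleukin 18 receptor IL18R1, with a log2 fold change of -2.49 (standard error 0.50, adjusted p = 2.86e-05 from limma), the TGF-β receptor TGFBR1, with -2.34 (standard error 0.34, adjusted p = 3.23e-09 from limma), and the interferon-induced chemokine CXCL10, with -2.32 (standard error 0.46, adjusted p = 2.48e-05 from limma). IL6ST, which encodes the shared signaling receptor gp130, was at 7453 and 9173 normalized reads in siCTL A and B and at 1558 and 2681 in siG3BP1 A and B (log2 fold change -2.02, standard error 0.33, adjusted p = 3.20e-07 from limma). CXCL8 was at 139 and 119.5 in siCTL A and B and at 28.6 and 35.2 in siG3BP1 A and B and fell by 2.00 on the log2 scale (standard error 0.38, adjusted p = 1.38e-05 from limma). The interferon receptors IFNAR1 and IFNGR1 were at -1.72 and -1.68, IFIT5 and IFIT3 at -1.85 and -1.72, IL15 at -1.90 and HMGB1 at -1.81. HMGB1 has pseudogene copies that can share its reads, so its value is uncertain. IL6 was at 115 and 115 in siCTL A and B and at 63.8 and 140.1 in siG3BP1 A and B (log2 fold change -0.28, standard error 0.36, adjusted p = 0.502 from limma). Its log2 fold change was 0.0957 under quantile normalization. TNF had 0 reads in all 4 libraries and IFNB1 2 reads in siCTL A alone.

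In the authors' deposited table the adjusted p of CXCL8 is 0.182 and that of IL6 is 0.783. The mean over libraries in that table differs by over 1.5 times from the mean of these libraries for 17.5% of genes. Its p-values may therefore rest on other values than those used here, which was not tested. The 13 genes have an exonic GC content of 31.6% to 45.8%. Their GC-corrected log2 fold changes ran from -1.58 (IL18R1) to 0.0860 (IL6) with adjusted p between 0.0747 and 0.862 from limma. With the letter as a block after GC correction 10 of them passed in limma. Of the 13 genes, 1 (TGFBR1) passed without siCTL A, 1 (CXCL10) without siCTL B, 10 without siG3BP1 A and 13 without siG3BP1 B (limma). IL6 was at a log2 fold change of 0.28 without siG3BP1 A and at -0.85 (adjusted p = 0.0209 from limma) without siG3BP1 B. CXCL10 was at -1.51 without siCTL A, -3.13 without siCTL B and -1.54 without siG3BP1 A, and IL15 at -1.01 without siG3BP1 A.

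**Figure D3:**
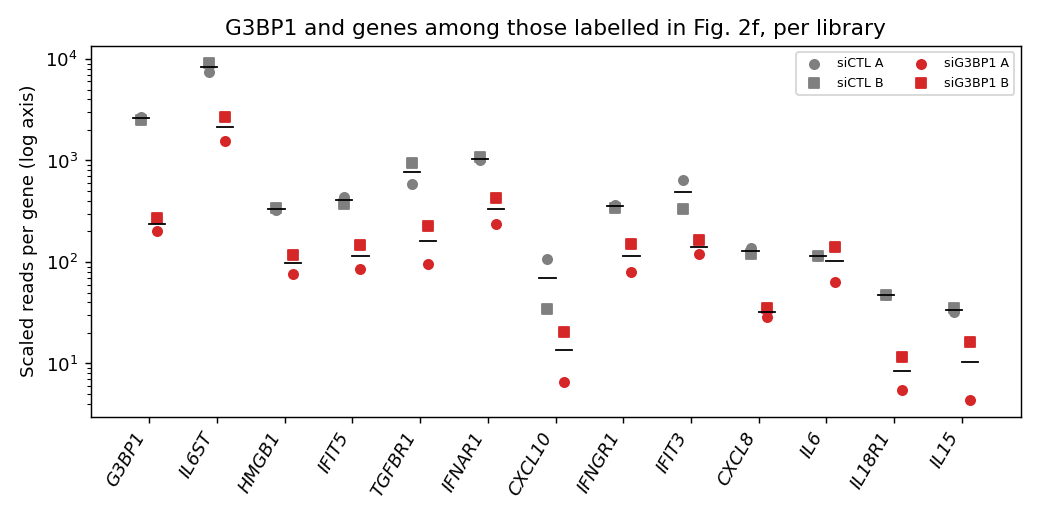
Normalized reads (log axis) of G3BP1 and of genes among those labelled in Fig. 2f, one point per library (gray, siCTL; red, siG3BP1; circles, A; squares, B), with a line at each group mean. For IL6 the siG3BP1 libraries lie at 63.8 and 140.1, on both sides of the siCTL libraries.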

**Fig. 3:**
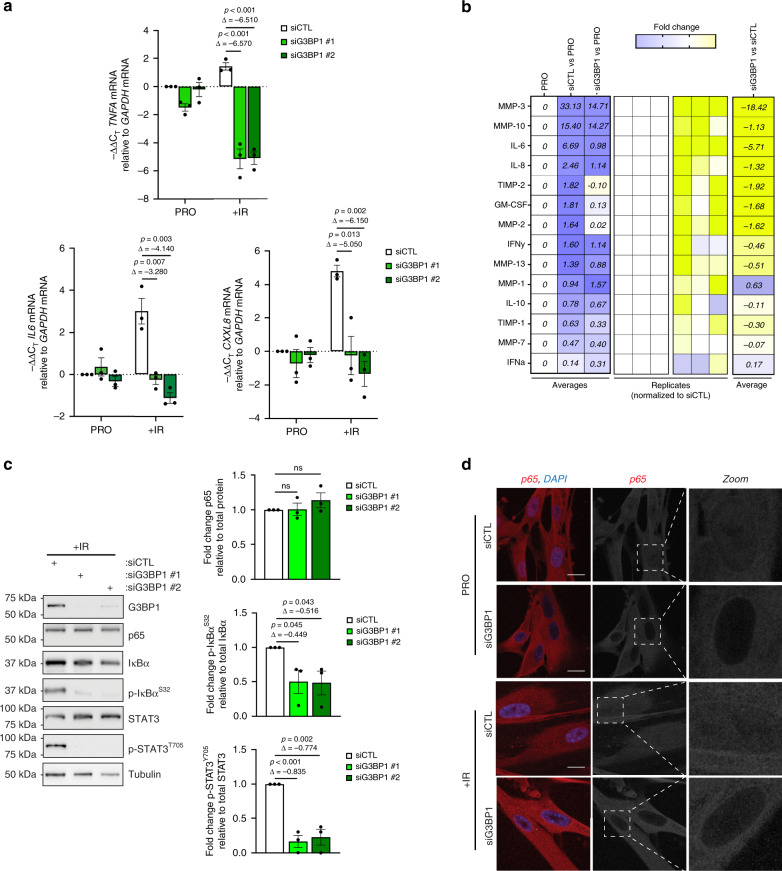
Depletion of G3BP1 impairs canonical SASP signaling through reduction of STAT3 and NF-κB signaling. WI-38 cells were treated with siRNA against G3BP1 (siG3BP1 #1 and #2) or scrambled control (siCTL) and assessed during proliferative stage (PRO) and 8-day post-ionizing radiation (+IR). **a** RNA was extracted and assayed by RT-qPCR using primers against indicated mRNAs. The data are a mean of three independent experiments ± s.e.m (two-tailed unpaired Student’s *t* test, exact <0.001 *p*-values from left to right: 0.00095, 0.00022). **b** Conditioned media from PRO and from +IR WI-38 cells treated with siRNA against G3BP1 (siG3BP1) and scrambled control (siCTL) were analyzed by multiplex arrays. The heatmap indicates the fold change in comparison to the control PRO, SEN siCTL (siCTL), and SEN siG3BP1 (siG3BP1). Relative expression levels per replicate and average fold change differences are shown as indicated in heatmap. **c** (left) Cell lysates as described were subjected to western blot analysis against indicated proteins. (right) Quantifications represent a mean of relative protein levels from three independent experiments ± s.e.m (two-tailed unpaired Student’s *t* test, exact <0.001 *p*-values from left to right: 0.0007). **d** WI-38 cells as described were analyzed by immunofluorescence with antibody against p65 during PRO and SEN. DAPI staining was used to visualize nuclei. Scale bar, 20 μm. Source Data for panels (**a**) and (**c**) are provided in the Source Data File. Raw data for (**b**) is provided in Supplementary Data 2.

### G3BP1 induces the SASP through activation of the cGAS pathway

The regulation and induction of the SASP is still unclear; however, recent observations demonstrated that the type I IFN response, activated by the cGAS-STING pathway, is required for the secondary activation of the SASP^33,34^. Since the activation of cGAS requires G3BP1 (ref. ^35^) we examined if the effect of G3BP1 on the production of SASPs during senescence requires activation of cGAS and, consequently, the type I IFN response. We observed that, in both IMR-90 and WI-38 cell lines, although *IFNB1* mRNA levels were increased during senescence, these levels were ablated in G3BP1-depleted cells (Fig. 4a, Supplementary Figs. 8a, 9a). Transcriptional activation of IRF3, through its phosphorylation, is known to increase the expression of *IFNB1* mRNA^36^. Therefore, we examined if the activation of IRF3 is affected by the depletion of G3BP1. Our data show that IRF3 phosphorylation was decreased in G3BP1-depleted senescent cells (Fig. 4b and Supplementary Fig. 9b). We next investigated whether cGAS activation during cellular senescence is responsible for the effect of G3BP1 on the SASP. Using immunofluorescence, we assessed whether the depletion of G3BP1 negatively affected the association of cGAS with cytosolic chromatin fragment (CCF). Depletion of G3BP1 dramatically decreased the colocalization of cGAS with CCFs when compared to control (Fig. 4c, d and Supplementary Fig. 8b, c), suggesting that loss of G3BP1 impairs the ability of cGAS to associate with CCFs. Despite the decrease in cGAS association, G3BP1-depleted cells demonstrated a ~10% increase in the number of cells positive for CCF (Fig. 4e and Supplementary Fig. 8d). Furthermore, senescent cells depleted of G3BP1 did not impact the number of CCFs formed per cell but significantly decreased the number of CCFs colocalized with cGAS per cell (Fig. 4f, g and Supplementary Fig. 8e, f). Therefore cGAS, in G3BP1-depleted senescent cells, is unable to associate with CCFs generated during cellular senescence, thereby impairing the type I IFN response.

**Fig. 4:**
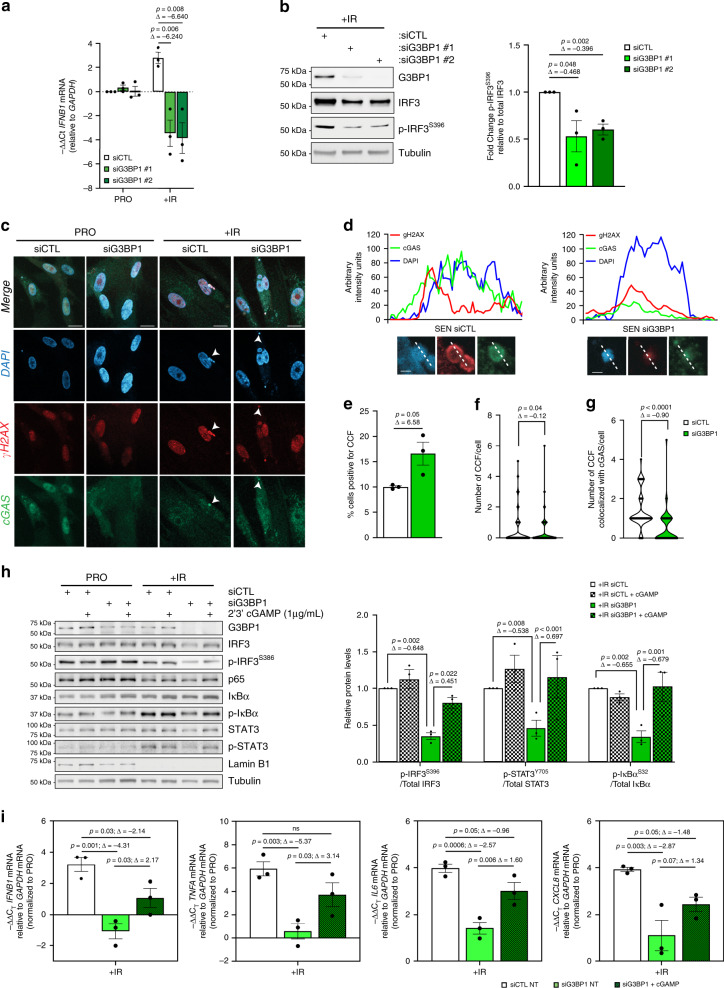
G3BP1 loss inhibits cGAS signaling required for SASP activation in senescent cells. WI-38 cells were treated with siRNA against G3BP1 (siG3BP1 #1 and #2) or scrambled control (siCTL) and assessed during proliferative stage (PRO) and 8-day post-ionizing radiation (+IR) **a** RNA was extracted and assayed by RT-qPCR using primers against *IFNB1* mRNA. The data are representative of three independent experiments (two-tailed unpaired Student’s *t* test). **b** (left) Lysates obtained from WI-38 cells +IR cell were subjected to western blot analysis against indicated proteins. (right) Quantifications represent a mean of relative protein levels from three independent experiments ± s.e.m (two-tailed unpaired Student’s *t* test). **c** Immunofluorescence analysis against γH2AX and cGAS. DAPI staining was used to visualize nuclei. White arrows indicate CCF. Scale bar, 20 μm. **d** Graphs represent intensity profile for CCFs in (left) +IR siCTL and (right) +IR siG3BP1 treated WI-38 cells after immunofluorescence against γH2AX, cGAS, and DAPI. Plot is representative of foci shown in (**c**). Scale bar, 2 μm. **e**–**g** Graph of % SEN cells positive for CCF (**e**), number of CCFs present in SEN cells ± s.e.m (**f**), and number of CCFs present in SEN cells colocalized with cGAS (**g**). The data are representative of three independent experiments (two-tailed unpaired S tudent’s *t* test, exact <0.001 *p*-values from left to right: 4.2E−7). **h** (left) Lysates obtained from WI-38 PRO and +IR cell treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL) were treated with 2’3’ cGAMP (1 μg/mL) for 24 h and subjected to western blot analysis against indicated proteins. (right) Quantification of (left). Quantifications represent a mean of relative protein levels of +IR-treated cells from three independent experiments ± s.e.m (two-way ANOVA, Fisher’s LSD, exact <0.001 *p*-values from left to right: 0.0009). **i** RNA prepared from PRO and +IR WI-38 cells treated with siRNA against G3BP1 or scrambled control (siCTL) were assayed by RT-qPCR using primers against the indicated mRNAs. The data are relative to PRO cells and are a mean of three independent experiments ± s.e.m (one-way ANOVA, Fisher’s LSD). Source Data for panels (**a**–**b**) and (**d**–**i**) are provided in the Source Data File.

Although the G3BP1-depleted cells had a decrease in the association of cGAS with CCFs during senescence, we sought to evaluate if G3BP1 acted upstream of cGAS through the simultaneous depletion of G3BP1 and cGAS. Indeed, loss of both G3BP1 and cGAS did not have any additive effects on cellular senescence, as assessed by SA-β-gal activity and loss of Lamin B1 (Supplementary Fig. 10a–d). We observed no additional effects of double depletion of G3BP1 and cGAS on steady-state levels of *IFNB1*, *TNFA*, *IL6*, and *CXCL8* mRNAs (Supplementary Fig. 10e). Furthermore, we evaluated whether the cGAS pathway could be recovered upon loss of G3BP1. To do this, we determined the impact of the supplementation of 2′3′ cGAMP, a product of cGAS, on the type I IFN response and the SASP. We found that supplementation of 2′3′ cGAMP upregulated the upstream phosphorylation of IRF3, IκBα and STAT3 relative to senescent cells depleted of G3BP1 (Fig. 4h). In addition, supplementation of 2′3′ cGAMP increased the steady-state levels of *IFNB1*, *TNFA*, *IL6*, and *CXCL8* mRNAs (Fig. 4i). Mechanistically, our data highlight that the effect of G3BP1 on the SASP is due to reduced cGAS activation resulting in the impairment of the type I IFN response.

To confirm the importance of G3BP1 function on SASP expression, we used epigallocatechin gallate (EGCG), an inhibitor of G3BP1 previously shown to impair G3BP1-cGAS interaction^35^. The addition of EGCG significantly reduced total IRF3 expression, and decreased phosphorylation of STAT3 and IκBα at 40μM in senescent WI-38 cells (Fig. 5a). We observed a decrease in the mRNA levels of *IFNB1*, *TNFA*, *IL6*, and *CXCL8* mRNA, and a decrease in SASP secretion under these conditions (Fig. 5b, c). Importantly, we also showed that the effects of EGCG are G3BP1 dependent (Fig. 5d). Thus, G3BP1 inhibition by EGCG recapitulates the effects of G3BP1 depletion in senescent cells and represents a potential approach to inhibit expression of inflammatory SASP.

**Fig. 5:**
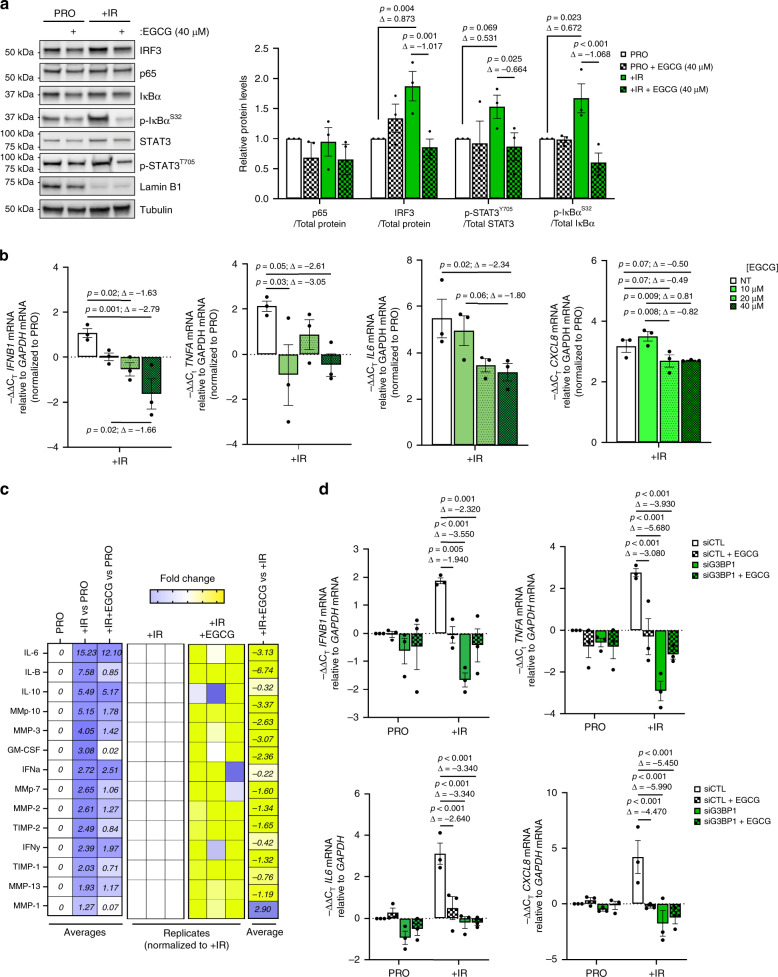
The G3BP1 inhibitor, EGCG, recapitulates SASP inhibition associated with G3BP1 loss. **a** (left) Cell lysates from proliferative and 8-day post-ionizing radiation (+IR) WI-38 cells treated or not with EGCG (40 μM) were subjected to western blot analysis against indicated proteins. (right) Quantifications represent a mean of relative protein levels from three independent experiments ± s.e.m (two-way ANOVA, Fisher’s LSD). **b** RNA was extracted from cells during proliferative stage (PRO) and 8-day post-ionizing radiation (+IR) from WI-38 cells treated with or without (NT) increasing concentrations of EGCG (10, 20, and 40 μM) and assayed by RT-qPCR using primers against the indicated mRNAs. The data are relative to PRO cells and are a mean of three independent experiments ± s.e.m (one-way ANOVA, Fisher’s LSD). **c** Conditioned media from proliferative (PRO) cells and 8-day post-ionizing radiation (SEN) WI-38 cells treated with or without 40 μM EGCG. The heatmap indicates the fold change in comparison to the control PRO, SEN, and SEN treated with 40 μM EGCG. Relative expression levels per replicate and average fold change differences are shown as indicated in heatmap. The data are representative of three independent experiments. **d** RNA was extracted from cells treated with siRNA targeting G3BP1 (siG3BP1) or scrambled control (siCTL) during proliferative stage (PRO) and 8-day post-ionizing radiation (+IR) from WI-38 cells in the presence or absence (NT) of EGCG (40μM). RT-qPCR was then performed using primers against indicated mRNAs. The data are a mean of three independent experiments ± s.e.m (two-way ANOVA, Fisher’s LSD, exact <0.001 *p*-values from left to right: (top) 0.0001, 0.0001, 0.0001, 0.0011, (bottom) 0.0001, 0.0001, 0.0001, 0.0004, 0.0001, 0.0001). Source Data for panels (**a**), (**b**), and (**d**) are provided in the Source Data File. Raw data for (**c**) is provided in Supplementary Data 3.

### G3BP1 depletion impairs SASP associated tumor growth

One of the main impacts of the senescent cells includes the promotion of age-related diseases, such as tumor growth and metastasis^30^. Therefore, we first examined whether our SASPless senescent cells could promote tumor proliferation and migration in vitro. We used a transwell co-culture system in order to ensure that senescent cells and cancer cells were physically separated while sharing media and secreted soluble factors such as the SASP (Fig. 6a). As expected, WI-38 senescent cells secreting SASP significantly promoted the growth of A549 lung adenocarcinoma cancer cells^37^. However, G3BP1-depleted senescent cells did not affect cancer cell growth when compared to non-co-cultured A549 cells (Fig. 6b). The effect of senescent cells and SASPless senescent cells was also reproduced in immortalized skin fibroblasts derived from primary skin fibroblasts (CBSF-4T) co-cultured with WI-38 senescent cells expressing G3BP1 or not (Supplementary Fig. 11). We further examined the impact of G3BP1-depleted senescent cells on cancer cell migration in vitro. Transwell co-culture of WI-38 senescent cells depleted of G3BP1 significantly reduced cancer cell migration of A549 cells by ~15% when compared to control as demonstrated by wound healing assay after 24 h (Fig. 6c).

**Fig. 6:**
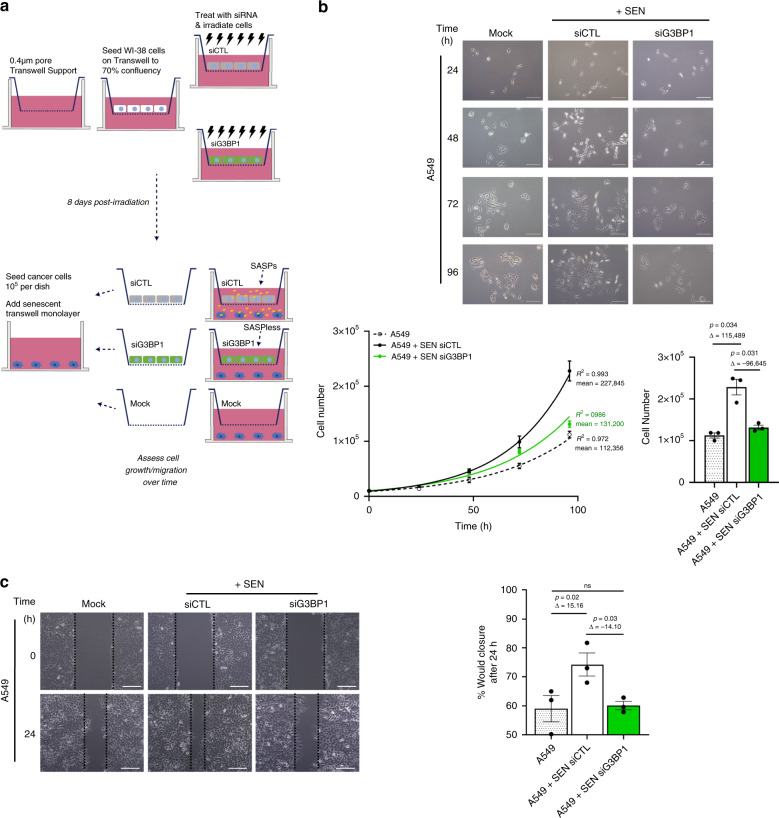
SASPless G3BP1-depleted senescent cells do not promote senescence-associated tumor growth in vitro. **a** Schematic of transwell support co-culture experiments to assess impact of SASPs from 8-day post-ionizing radiation (SEN) WI-38 cells treated with siRNA against G3BP1 (siG3BP1), scrambled control (siCTL) on A549 cell growth. Mock cultures (no cells) was used as a control. **b** (top) Images of A549 cells without co-culture or with co-culture of SEN cells treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL). Scale bar, 200 μm. (bottom, left), Graph representing total number of A549 cells quantified over time without co-culture or with co-culture of SEN cells treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL). The data are a mean of three independent experiments ± s.e.m (nonlinear regression, R-squared and mean). (bottom right) Graph representing total number of A549 cells in (**b**, bottom, left) after 96 h. The data are a mean of three independent experiments ± s.e.m (one-way ANOVA, Fisher’s LSD). **c** (left) Images of A549 cells immediately after scratch (0 h) and 24 h after scratch (24 h) without co-culture or with co-culture of SEN cells treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL). Scale bar, 100 μm. (right) Graph representing % wound closure without co-culture or with co-culture of SEN cells treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL) after 24 h. The data are a mean of three independent experiments ± s.e.m (one-way ANOVA, Fisher’s LSD). Source Data for the graphs in panels (**b**) and (**c**) are provided in the Source Data File.

In addition, we sought to determine whether SASPless G3BP1-depleted cells are able to further impact surrounding cells in the microenvironment. Previous studies have shown that conditioned media from senescent cells was capable of promoting a senescence response in proliferative cells^34^. Therefore, using the same co-culture system described above, we co-cultured proliferative WI-38 cells with senescent cells depleted or not of G3BP1. G3BP1-depleted senescent cells were unable to promote senescence in proliferative WI-38 cells when compared to control siRNA treated senescent cells (Supplementary Fig. 12). These results suggest that G3BP1-depleted SASPless senescent cells lose their ability to promote paracrine-mediated effects in their surrounding microenvironment.

We next assessed the impact of G3BP1 depletion in senescent cells on the progression of tumors in vivo. Using immune-compromised NOD/SCID/IL2Rγ null (NSG) mice, we examined whether subcutaneous co-injection of cancer cells and senescent cells depleted or not of G3BP1 affected tumor growth and proliferation in vivo. We used A549 cancer cells, transduced with lentiviral vectors carrying the mPlum cDNA and senescent WI-38 cells with or without G3BP1. All WI-38 cells were stained with NIR790 cytoplasmic membrane dye, in order to allow for visualization of both the tumor and senescent cells using the Q-Lumi In Vivo imaging system (Fig. 7a). Furthermore, we demonstrate that depletion of G3BP1 using siRNA is maintained for a minimum of 4-weeks (Supplementary Fig. 13a). Imaging of WI-38 senescent cells demonstrated that they were retained at the injection site within the growing tumor throughout the time period whereby we followed tumor growth (Fig. 7b and Supplementary Fig. 13b). As expected, the co-injection of A549 cells and senescent WI-38 cells increased the tumor volume when compared to mice injected with only A549 cells. However, G3BP1-depleted senescent WI-38 cells were unable to promote tumor growth when compared to control senescent WI-38 cells (Fig. 7c).

**Fig. 7:**
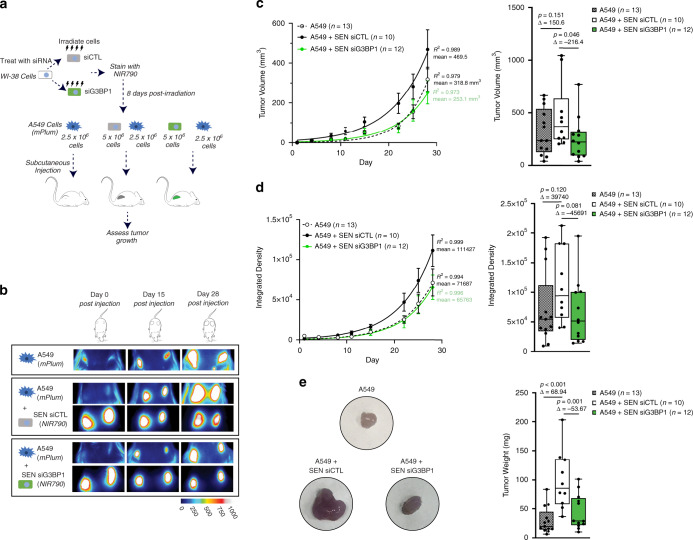
Co-injection of senescent cells depleted of G3BP1 with tumorigenic cells do not promote senescence-associated tumor growth in vivo. **a** Schematic representation of co-injection model in NSG mice. **b** Images of fluorescent signal from A549 injected alone (expressing *mPlum*) as well as co-injected A549 cells (expressing *mPlum*) and senescent WI-38 cells treated with siRNA targeting scrambled control (SEN siCTL, stained with NIR790) or A549 cells (expressing *mPlum*) and senescent WI-38 cells treated with siRNA targeting G3BP1 (SEN siG3BP1, stained with NIR790) were obtained using the Q-Lumi In Vivo imaging system. Images from day 0, day 15, and day 28 are shown. **c** (left) Graph representing tumor volume over time from independent tumors. The data are a mean of *n* = *13 tumors* (A549 alone), *n* = *10 tumors* (A549 co-injected with SEN siCTL), and *n* = *12 tumors* (A549 co-injected with SEN siG3BP1) ± s.e.m (nonlinear regression, R-squared and mean). (right) Graph representing tumor volumes 28 days as in (left). (right) Box and whiskers plot representing tumor volume after 28 days as in (left) **d** (left) Graph representing integrated density over time from independent tumors. The data are a mean of *n* = *13 tumors* (A549 alone), *n* = *10 tumors* (A549 co-injected with SEN siCTL), and *n* = *12 tumors* (A549 co-injected with SEN siG3BP1) ± s.e.m (nonlinear regression, R-squared and mean). (right) Box and whiskers plot representing integrated density after 28 days as in (left). **e** (left) Representative images of tumors at day 32. (right) Box and whiskers plot representing tumor weights of tumors from NSG mice at day 32. (**c, d, e**, right) The box and whiskers plot in these figures extends from the 25th to 75th percentile, the line within the box represents the median and the whiskers extend from min to max (one-way ANOVA, Fisher’s LSD). Source Data for panels (**c**), (**d**), and (**e**) are provided in the Source Data File.

Using the integrated density determined by mPlum fluorescence we assessed whether the proliferation of tumor cells drove the increase in tumor volume. We observed a significant increase in the integrated density of tumors co-injected with control WI-38 senescent cells, but not G3BP1-depleted WI-38 senescent cells (Fig. 7d). Moreover, visual examination of the excised tumors as well as their mass show that the tumors co-injected with G3BP1-depleted senescent cells were smaller than their control counterparts (Fig. 7e). Therefore, these data demonstrate that SASPless senescent cells are unable to promote tumor growth in vitro and in vivo.

In summary, these findings implicate G3BP1 as a required factor during SASP induction in senescent cells. While the loss of G3BP1 does not affect cell commitment to senescence, it renders these cells SASPless. This outcome is due to the impairment of cGAS and the type I IFN pathway. In turn, these SASPless senescent cells do not promote cancer tumorigenesis and migration. Thus, G3BP1 plays a unique role in controlling the harmful behavior of senescent cells, and the targeting of G3BP1 represents a alternative strategy in combatting SASP-induced diseases.

## Discussion

The elimination of senescent cells or inhibition of senescence through the use of senolytics and senomorphics, as a strategy to combat cancer and age-related diseases, has proven to be a promising means to abolish the deleterious effects of the SASP on the promotion of tumor growth and metastasis. However, the absence of senescent cells in tissues comes at the high cost of disrupting critical physiological functions such as embryonic growth and patterning, glucose homeostasis, and wound healing^38–43^. Therefore, there is a pressing need to find ways to control the impact of senescent cells without their subsequent elimination. Here, we uncover G3BP1 as a key player in the production of SASP and delineate the molecular mechanism by which G3BP1 mediates this effect. While, as expected^35^, G3BP1 is required for cGAS-mediated type I IFN response, our data show that the G3BP1-cGAS complex is essential for SASP production by senescent cells. We also demonstrate that the loss of G3BP1 during senescence generates a SASPless phenotype which impairs SASP-dependent tumor growth and metastasis in vitro and in vivo. Consequently, our data also show that the inflammatory SASP are primary drivers of deleterious effects of senescent cells, specifically regarding tumor growth. These findings, together with our data showing that G3BP1-depleted fibroblasts are still able to enter senescence, demonstrate that G3BP1 constitutes an alternative target to design a new generation of anti-cancer drugs able to prevent SASP production without affecting the senescence phenotype and its benefits.

Here we provide data showing that although the loss of G3BP1 enhances cell commitment to senescence, its loss had profound impact on the gene expression patterns of these cells. Indeed, the depletion of G3BP1 decreased the expression levels of a majority of genes. Despite this, the normal expression patterns of bona fide promoters of cellular senescence, such as p21 and p16 were unaffected. Hence, it is not clear why G3BP1-depleted cells are more prone to commit to senescence than their control counterparts. 

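At an adjusted p under 0.05 from limma, 4095 genes were lower and 3481 were higher after G3BP1 depletion. With a log2 fold change beyond 1.5 either way, 1162 were lower and 173 were higher. The largest rises were ranked among protein-coding genes that passed, with a mean of at least 50 and no overlap between groups. The hair keratin-associated gene KRTAP2-3 had a log2 fold change of 2.26 (standard error 0.34, adjusted p = 1.95e-08 from limma). LRRN4CL was at 2.24, the keratin gene KRT34 at 2.22 and the lipid transporter gene ABCA3 at 2.21 (standard error 0.34, adjusted p = 3.09e-08 from limma). They were followed by GSG1 with 2.21, ADIRF with 2.15, the adrenergic receptor gene ADRA1D with 2.11 and SUGCT with 2.06. These 8 genes, KRTAP2-3 to SUGCT, have an exonic GC content of 45.1% to 65.5%. After correction for GC content their log2 fold changes were 1.15 (ADRA1D) to 2.53 (SUGCT), with adjusted p between 0.0663 and 0.199 from limma, and with the letter as a block as well 8 of the 8 passed. Without siCTL B the smallest adjusted p among them was 0.124 (ABCA3) from limma. In limma 6 of them passed without siCTL A and 5 without siG3BP1 A. LRRN4CL was at a log2 fold change of 1.24 without siG3BP1 A, KRT34 at 1.32 without siCTL B, and ADIRF at 1.07 without siG3BP1 A and 3.23 without siG3BP1 B. Of all tested genes 49.2% had a negative log2 fold change, and the median was 0.0367. The authors' deposited table holds 3682 genes lower and 3709 higher at their adjusted p under 0.05. Under quantile normalization 3540 were lower and 3727 higher in limma.

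Without siCTL A, 127 genes passed in limma (107 lower and 20 higher), without siCTL B 17 (12 and 5), without siG3BP1 A 5726 (3204 and 2522) and without siG3BP1 B 9625 (5050 and 4575). Of 121 named genes that passed over all libraries, 116 had a log2 fold change within 1.5 times of that value without siCTL A and 117 without siCTL B, while 20 and 10 of them passed in limma. Without siG3BP1 A 92 of the 121 genes stayed within 1.5 times and 29 had a smaller change, and without siG3BP1 B 115 stayed within 1.5 times. The median standard error over the tested genes was 0.34 with all libraries and 0.66 without siCTL A, as without siCTL B. After correction for GC content G3BP1 was the single gene that passed in limma and in edgeR, with 3808 genes at an unadjusted p under 0.05 in limma and 3805 in edgeR. With the letter of the library as a block after this correction, 3929 genes passed in limma (1936 lower and 1993 higher). The fold changes are the same with and without the block, and the fits differ in how the spread was estimated.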

One explanation for this phenotype could come from the fact that the knockdown of G3BP1 in proliferative cells triggers an immediate loss of Lamin B1. This observation raises the possibility that G3BP1 itself directly or indirectly regulates the expression of Lamin B1. Since G3BP1 has primarily been studied as an RNA-binding protein^4,5^, it will be of high interest to investigate whether G3BP1 could mediate this effect on Lamin B1 expression by targeting *Lamin B1* mRNA post-transcriptionally. It is also possible that G3BP1 modulates other pro-senescence pathways. Indeed, the G3BP1-depleted cells exhibited early signs of increased DNA damage, as shown by the increase in p53 phosphorylation as well as increased presence of γH2AX foci. Hence, delineating the mechanisms by which G3BP1 modulates cell commitment to senescence is an important task that should be undertaken in the near future to help determine the impact of depleting G3BP1 on the behavior of senescent cells and their impact/interaction with their milieu.

In this study we delineate the mechanism by which G3BP1 modulates SASP activation in senescent cells. We demonstrate that loss or inhibition of G3BP1 significantly decreased the levels of *IFNB1, TNFA, IL6, CXCL8* mRNAs, and proteins. The downregulation of these factors is mediated by a reduction in cGAS association with CCFs found in G3BP1-depleted senescent cells. These observations are consistent with a previous report indicating that G3BP1 plays an essential role in the inflammatory response through its collaboration with pattern recognition receptors (PRRs). G3BP1 ensures the association of PRRs such as cGAS and RIG-1, to DNA and RNAs, respectively^35,44^. Additionally, accumulating evidence has demonstrated that cGAS is required for the induction of the type I IFN response and subsequent SASP activation^34,45^. Our observation showing that supplementation of 2′3′ cGAMP is sufficient to activate the type I IFN response and SASP in G3BP1-depleted cells, demonstrate that in senescent cells G3BP1 acts upstream of cGAS to promote CCF association and subsequent SASP production. However, while these observations provide a strong evidence that G3BP1 is required for cGAS-mediated production of SASP, they do not explain why G3BP1-depleted cells are still able to senesce. Our findings, together with the fact that cGAS is required for cell commitment to senescence, dependent on the cell type or means of senescence induction^34,46^, indicate that cGAS can promote senescence independently of its effect on the SASP. Hence, it is likely that cGAS has a dualistic role in the induction of senescence and the SASP where under normal conditions cGAS can promote both senescence and SASP production. However, in the absence of G3BP1, cGAS loses its ability to promote SASP while preserving its pro-senescence activity. Exploring this possibility will help uncover mechanisms that could allow cells to enter senescence in a cGAS-dependent/SASP-independent manner and determine whether and how these cells preserve the benefits of senescence itself.

Without G3BP1, senescent cells are unable to promote their paracrine-mediated effects in vitro and unable to promote tumor cell proliferation in vitro and in vivo. While these data strongly support that the loss of G3BP1 prevents senescence-induced cancer, previous observations have shown that G3BP1 knockout mice exhibit neurological defects, such as ataxia-related phenotypes, and premature aging^7^. These findings imply that the SASP is not the only way by which senescent cells exert their effects on the well-being of an organism as the loss of G3BP1 promotes age-related phenotypes in mice. The explicit removal of senescent cells or inhibition of senescence, while enticing, comes with negative repercussions in essential processes such as wound healing and glucose homeostasis^38–40^. Similarly to G3BP1, other RNA-Binding proteins, such as PTBP1, have been shown to have the capacity to regulate the SASP without inhibiting senescence^47^. Unlike G3BP1, these factors were found to regulate SASP expression through alternative splicing. Whether or not the depletion of these specific proteins exerts a beneficial effect independent of SASP expression is still under debate. However, the benefit of G3BP1 depletion or depletion of factors required for the alternative splicing of the SASP on cancer progression is evident.

Our work goes further than the work of Georgilis et al., outlined above^47^ by providing a potential therapeutic avenue to prevent SASP production without inhibiting cell commitment to senescence. We demonstrate that inhibition of G3BP1-cGAS interaction using the natural compound EGCG^35^ is capable of impairing the SASP. Previous work has shown that EGCG is a potent anti-cancer compound^48–50^. Mechanistically, the effect of EGCG on cancer and senescent cells appears to differ, but treatment with EGCG impairs tumorigenesis independent of cell type. These observations suggest that EGCG represents a potent therapeutic with specific implications on G3BP1 in senescent cells impairing their ability to express the SASP. However, the fact that EGCG acts on various pathways, such as Wnt and AKT signaling^48–50^, raises questions regarding its specificity and its use in a clinical setting. Therefore, further investigations are needed to identify specific compounds able to target G3BP1 in senescent cells and their implications on cancer progression, without the explicit removal or inhibition of senescence. If successful, such an endeavor will provide new generation of drugs for the treatment of cancer and age-related disease as alternatives to senolytics and senomorphics and their potential negative effects^51^.

Overall, we demonstrate the requirement of G3BP1 in the induction of the SASP, but not the induction of senescence. Therefore, the ability of these cells to promote tumor growth is severely diminished due to the loss of SASP expression. How these cells interact with their environment, their ability to be eliminated by the immune system, or their direct impact on aging are still unclear. Moreover, the inhibition of the G3BP1-cGAS interaction using drugs such as EGCG, is a clear indication that G3BP1 could be a viable, and a more efficient target to prevent SASP secretion without affecting commitment of cells to senescence. Potentially targeting senescent cells using similar drugs could provide an alternative and less detrimental means to alleviate cancer and other age-related disease.

## Methods

### Cell culture

WI-38 and IMR-90 cells were purchased from the European Collection of Authenticated Cell Cultures (ECACC Cat# 90020107) and American Type Culture Collection (ATCC Cat# CCL-186), respectively. A549 and Immortalized Skin Fibroblasts (CBSF-4T) were kindly gifted to us from the laboratory of Dr. Christian Beausejour at the CHU Sainte-Justine Research Center. HEK 293 T cells were purchased from the American Type Culture Collection (ATCC Cat# CRL-3216). All cell lines were grown in a 5% CO_2_ environment at 37 °C in Dulbecco’s Modified Eagle’s Medium (DMEM) (Invitrogen) supplemented with 10% fetal bovine serum (FBS) (Sigma) and 1% penicillin/streptomycin antibiotics (Sigma). WI-38 and IMR-90 cells were induced into senescence by exposure to ionizing radiation (10 Gy) or lentiviral transduction (empty vector, EV, or HRAS^G12V^) when cells were ~70% confluent.

### Lentiviral vector production and transduction

HEK 293T cells were transfected with psPAX2, pMD2.G plasmids and the lentiviral vector (pLenti CMV RasV12 Neo or pLenti CMV Blast empty) using Fugene 6. The supernatant containing lentiviral particles was harvested at 48 and 72 h. WI-38 cells were transduced with the lentiviruses through their direct addition to the culture medium and combination with Polybrene at 8 μg/μL. pLenti CMV RasV12 Neo (w108-1) was a gift from Eric Campeau (Addgene plasmid #22259) and pLenti CMV Blast empty (w263-1) was a gift from Eric Campeau & Paul Kaufman (Addgene plasmid #17486).

### In vivo tumor growth assay

A549 lung carcinoma cells were transduced with lentiviral vectors carrying the mPlum cDNA along with a puromycin selection cassette. mPlum was subcloned from pQC mPlum XI generated by Connie Cepko (Addgene Cat# 37355). NOD/SCID/IL2Rγ null (NSG) mice were obtained from the Jackson Laboratory (Bar Harbor, ME) and housed in the animal care facility at the CHU Sainte-Justine Research Centre under pathogen-free conditions in sterile ventilated racks between 20 and 24 degrees Celsius at 40–70% humidity (typically 50%) using a 12 h dark/light cycle. All in vivo manipulations were previously approved by the CHU Sainte-Justine Research Centre institutional committee for good laboratory practices for animal research (Protocol #579). For tumor formation, 2.5 × 10^5^ A549 mPlum cells were injected subcutaneously either alone or in combination with 5 × 10^5^ WI-38 cells induced into senescence by exposure to ionizing radiation (10 Gy) and transfected or not with siRNAs against G3BP1 or control siRNA from Dharmacon. Injections were done in 50 µL of RPMI (Wisent Cat# 350-000-EL) to form a lump under the skin of anesthetized mice previously shaved and wet with alcohol. Two subcutaneous injections per mouse (on the left and right side of the back) were performed. Tracking of senescent WI-38 cells was possible through staining of the cells with CellBrite™ NIR790 Cytoplasmic Membrane Dye 786/820 nm (Biotium Cat# 30079) prior to injection. Monitoring of WI-38 and mPlum-expressing tumors was done twice weekly using the Q-Lumi In Vivo imaging system (MediLumine, Montreal) using the following filters, respectively (Ex.769-41 nm/Em.832-37 nm and Ex.562-40 nm/Em.641-75 nm). The fluorescence signal was standardized internally for each picture and normalized using ImageJ macros for picture processing. Analysis of tumor signal was also measured semi-manually using ImageJ macros and expressed in fluorescence integrated density.

### Transfection

WI-38 and IMR-90 cells were transfected with siRNA using jetPRIME (Polyplus transfection reagent) following the manufacturer’s protocol when the cells reached 70-80% confluency. Cells were either collected (PRO) or induced into senescence 24 h after transfection and collected as described in each figure legend.

### siRNA

siRNA specific for G3BP1 (exon 1) (5′-UGCCGUUCACUUUCUAUGCAA-3′; siRNA ID #n332329) was obtained from Ambion. siRNA specific for G3BP1 (exon 4 or siG3BP1 or siG3BP1 #1) (5′-UCAACAUGGCGAAUCUUGGTG-3′; siRNA ID #126650) was obtained from Ambion. siRNA specific for G3BP1 (exon 7 or siG3BP1 #2) (5′-UACUGGCUCAGGUUUUCCTC-3′; siRNA ID #126651) was obtained from Ambion. Control siRNA was obtained from Dharmacon (5′-AAGCCAAUUCAUCAGCAAUGG-3′).

### β-galactosidase staining

For immunofluorescence, cells were stained for β-galactosidase activity using 5-Dodecanoylaminofluorescein di-β-D-galactopyranoside (C_12_FDG) (ThermoFisher, Cat# D2893). Cells were treated for 1 h with bafilomycin A1 (Sigma-Aldrich, Cat# B1793-2UG), which disrupts lysosome formation leading to diffusion of β-galactosidase into the cytosol, and then with C_12_FDG for 2 h. Before fixation, cells were stained with DAPI and immunofluorescence was performed using the Zeiss Axio Observer.Z1. For light microscopy, the Senescence Cells Histochemical Staining Kit (Sigma Catalog # CS0030) was used to detect senescent cells following the manufacturerʼs protocol.

### Quantification of β-galactosidase staining

WI-38 or IMR-90 cells were seeded at 70–80% confluence in 96-well culture plates, cultured and induced into senescence as described above. Proliferative cells and senescent cells (8-days post-irradiation or post-HRAS^G12V^ lentiviral transduction) were stained for β-galactosidase activity as described above. Images were then immediately captured using the IN Cell Analyzer 2000. The acquired images were analyzed using the Multi Target Analysis Module that allows the creation of various decision trees and the application of appropriate classification filters to different image stacks. All samples were analyzed in triplicate with 9 fields per well.

### Flow Cytometry

Senescent WI-38 or IMR-90 cells were seeded at 70–80% confluence in 6 cm culture plates, cultured and induced into senescence as described above. Eight days post-irradiation or post-HRAS^G12V^ lentiviral transduction, lysosomal alkalinisation was induced by pre-treating cells with 100 nM bafilomycin A1 for 1 h in fresh cell culture medium at 37 °C and 5% CO2. C12FDG (33 μM) solution was then added to the cell culture medium for 2 h. The cells were harvested by trypsinization and resuspended 1X PBS. The cells were analyzed by flow cytometry within 1 h. To estimate relative SA-β-Gal activity, a two-parameter display of FSC vs. SSC was set up excluding subcellular debris. Single cells were selected using a two-parameter display of FSC-H vs. FSC-A. Non-labeled samples were used to determine auto-fluorescence. The gating strategy is shown in Supplementary Fig. 14.

### Immunofluorescence

WI-38 and IMR-90 cells grown on coverslips were fixed and immunofluorescence experiments were performed using antibodies against H3K9me3 (Abcam Cat# ab8898, 1/500), phospho-histone H2A.X (Ser139/Tyr142) (Cell Signaling Technology Cat# 5438), Ki-67 (Abcam Cat# ab16667, 1/250), p65 (Abcam Cat# ab16502, 1/250) and cGAS (Thermo Fisher Scientific Cat# 14-5158-82, 1/200). Images were obtained using a Laser Scanning Microscope (LSM) 800 Confocal Microscope (Advanced Bio-imaging Facility, McGill University) or the Zeiss AxioObserver Z.1 inverted microscope.

### Real-time PCR

TRIzol was used to extract RNA from cells. Following RNA extraction, RNA quantity and quality was determined by spectrophotometric analysis using a Thermofisher NanoDrop™ reader (ND‐1000). A reverse transcription reaction was performed using 1ug of total RNA and iScript cDNA Synthesis Kit (Bio-rad Cat# 1708891). A negative control lacking the reverse transcriptase was also performed. Generated cDNA was then analyzed by qPCR using SsoFast EvaGreen Supermix (Bio-rad Cat# 172-5203) and quantified using a Corbett RG‐6000. All levels were normalized to GAPDH and subsequently relativized to the non‐treated control for all experimental replicates^52^. Primers used are listed as follows:

*LMNB1 Forward* (5′-AAGGCGAAGAAGAGAGGTTGAAG-3′)

*LMNB1 Reverse* (5′-GCGGAATGAGAGATGCTAACACT-3′)

*TNFA Forward* (5′- CTGCCCCAATCCCTTTATT-3′)

*TNFA Reverse* (5′-CCCAATTCTCTTTTTGAGCC-3′)

*IL6 Forward* (5′-CAGGAGCCCAGCTATGAACT-3′)

*IL6 Reverse* (5′-GAAGGCAGCAGGCAACAC-3′)

*CXCL8 Forward* (5′-GTGCAGTTTTGCCAAGGAGT-3′)

*CXCL8 Reverse* (5′-CTCTGCACCCAGTTTTCCTT-3′)

*IFNB Forward* (5′-AGGACAGGATGAACTTTGAC-3′)

*IFNB Reverse* (5′-TGATAGACATTAGCCAGGAG-3′)

*GAPDH Forward* (5′-TTGATTTTGGAGGGATCTCG-3′)

*GAPDH Reverse* (5′-TCACCAGGGCTGCTTTTAAC-3′).

### Western blot analysis

Western blot was performed using total protein extracts and probing with antibodies against G3BP1 (Homemade, 1/5000), Tubulin (Developmental Studies Hybridoma Bank, 1/5000). Lamin B1 (Abcam Cat# ab16048, 1/10000), RB (Abcam Cat# ab181616, 1/1000), pRB (S807/811) (Cell Signaling Technology Cat# 8516, 1/1000), p53 (Millipore Cat# OP43-100UG, 1/500), pp53 (S15) (Cell Signaling Technology Cat# 9284, 1/1000), p21 (Abcam Cat# ab7960, 1/2000), p16 (Abcam Cat# ab108349, 1/1000), p65 (Abcam Cat# ab16502, 1/5000), STAT3 (Cell Signaling Technology Cat# 9139, 1/1000), pSTAT3 (Y705) (Cell Signaling Technology Cat# 9145, 1/1000), IκBα (Cell Signaling Technology Cat# 4814, 1/1000), pIκBα (S32) (Abcam Cat# ab92700, 1/1000), IRF3 (Cell Signaling Technology Cat# 11904, 1/1000), pIRF3 (S396) (Cell Signaling Technology Cat# 4947, 1/1000).

### Total RNA sequencing

Total RNA from senescent WI-38 cells treated with siRNA targeting G3BP1 (siG3BP1) or scrambled control (siCTL) was isolated using TRIzol reagent (Invitrogen). RNA samples were assessed for quantity and quality using a NanoDrop UV spectrophotometer (Thermo Fisher Scientific Inc), and a Bioanalyser (Agilent Technology Inc). The 4 RNA-seq libraries were sequenced on the Illumina NextSeq 500 platform at the Institute for Research in Immunology and Cancer (IRIC) Genomics Core Facility, University of Montreal, to produce over 60 million, 100 nucleotide paired-end reads per sample. Sequences were trimmed for sequencing adapters and low quality 3′ bases using Trimmomatic version 0.35 and aligned to the reference human genome version GRCh38 (gene annotation from Gencode version 26, based on Ensembl 88) using STAR version 2.5.1b. Gene expressions were obtained both as readcount directly from STAR as well as computed using RSEM in order to obtain gene and transcript level expression, either in TPM or FPKM values, for these stranded RNA libraries. DESeq2 version 1.22.1 was then used to normalize gene readcounts. Sample clustering based on normalized log readcounts produces the following hierarchy of samples. (Data can be accessed in GEO database, GSE151745).

### Ingenuity pathway analysis

RNA Sequencing Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity- pathway-analysis).

### Multiplex protein analyses

Proinflammatory cytokine and chemokine protein levels in condition media were measured using Luminex xMAP technology by Eve Technologies Corp. (Calgary, Alberta, Canada). Human multiplex kits were from Millipore (Billerica, MA).

### Cyclic GMP-AMP supplementation

Mammalian cyclic [G(2′,5′)pA(3′,5′)p] (cGAMP) (Invivogen, Cat# tlrl-nacga23) was dissolved in endotoxin-free water at a stock concentration of 1 mg/mL. For supplementation experiments, cGAMP was added directly to cell media to a concentration of 1ug/mL.

### Epigallocatechin gallate treatment

Epigallocatechin gallate (EGCG) (Sigma, Cat# E4143) was dissolved in endotoxin-free water at a stock concentration of 10 mM. For G3BP1 inhibition experiments, EGCG was added directly to cell media at concentrations described in corresponding figure legends.

### Transwell cancer growth experiments

WI-38 cells were growth to 70–80% confluency on transwell permeable supports (Costar, Cat# 3412), treated with control siRNA or siRNA against G3BP1 and irradiated. Eight days following irradiation, 50,000 A549 or CBSF-4T cell lines were plated on 6-well dishes and supports containing no cells, or either control siRNA or siRNA against G3BP1 treated cells were added above the cells. Total cell number was counted every 24 h using a Beckman Z-series Coulter Counter after trypsinization.

### Transwell in vitro scratch experiments

Transwell plates were prepared as described above. Briefly, A549 cells were plated on 6-well dishes and grown to confluency. Scratches were made using a p200 pipette tip. Debris was removed by washing cells in cell media. Media was then replaced, and initial scratches were imaged using a phase-contrast microscope. Transwell plates were added to culture plates and after 24 h scratches were imaged using a phase-contrast microscope. One hundred readings were taken and percentage wound closure was measured using Image J.

### Statistics and reproducibility

GraphPad Prism 7.0 was used for statistical analyses. Two-tailed Student’s *t* tests were used to determine statistically significant differences between two groups. One-way ANOVA or two-way ANOVA (Fisher’s LSD test) was used for multiple comparisons. Nonlinear regression was performed using least square regression and considering the mean of each point using 1/Y^2 weighting. R-squared values are displayed. *P*-values (*p*) and effect sizes (Δ) are displayed on all bar graphs and curves. For ANOVAs, *F* values and degrees of freedom are provided in the Source Data file. For *t* tests, *t* values and degrees of freedom are provided in the Source Data file. All images from Figs. 1a, 3d, 4c, 4d and Supplementary Figs. 2a, 5, 6c, 8b,8c are representative of independently reproduced experiments. Each experiment was reproduced three times.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The data reported in this study in support of all the findings outlined are available from the corresponding author upon reasonable request. The raw multiplex analysis data for Figs. 3b and 5c are available in Supplementary Data 2 and 3, respectively. The raw RNASeq data are available in Supplementary Data 1 file and have been deposited into NCBI Gene Expression Omnibus (GEO) database under accession number GSE151745. For RNA Sequencing Analysis, sequences were aligned to the reference human genome version GRCh38 (gene annotation from Gencode version 26, based on Ensembl 88) using STAR version 2.5.1b. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: G3BP1 controls the senescence-associated secretome and its impact on cancer progression
**Source:** Nat Commun. 2020 Oct 5;11:4979. doi: 10.1038/s41467-020-18734-9
**Supplement:** Supplementary file 1 — Supplementary Information

The stress granule protein G3BP1 controls the senescence associated secretome and its impact on cancer progression

Omer et al.

Supplementary Information

This file contains Supplementary Figures 1-14 with figure legends.

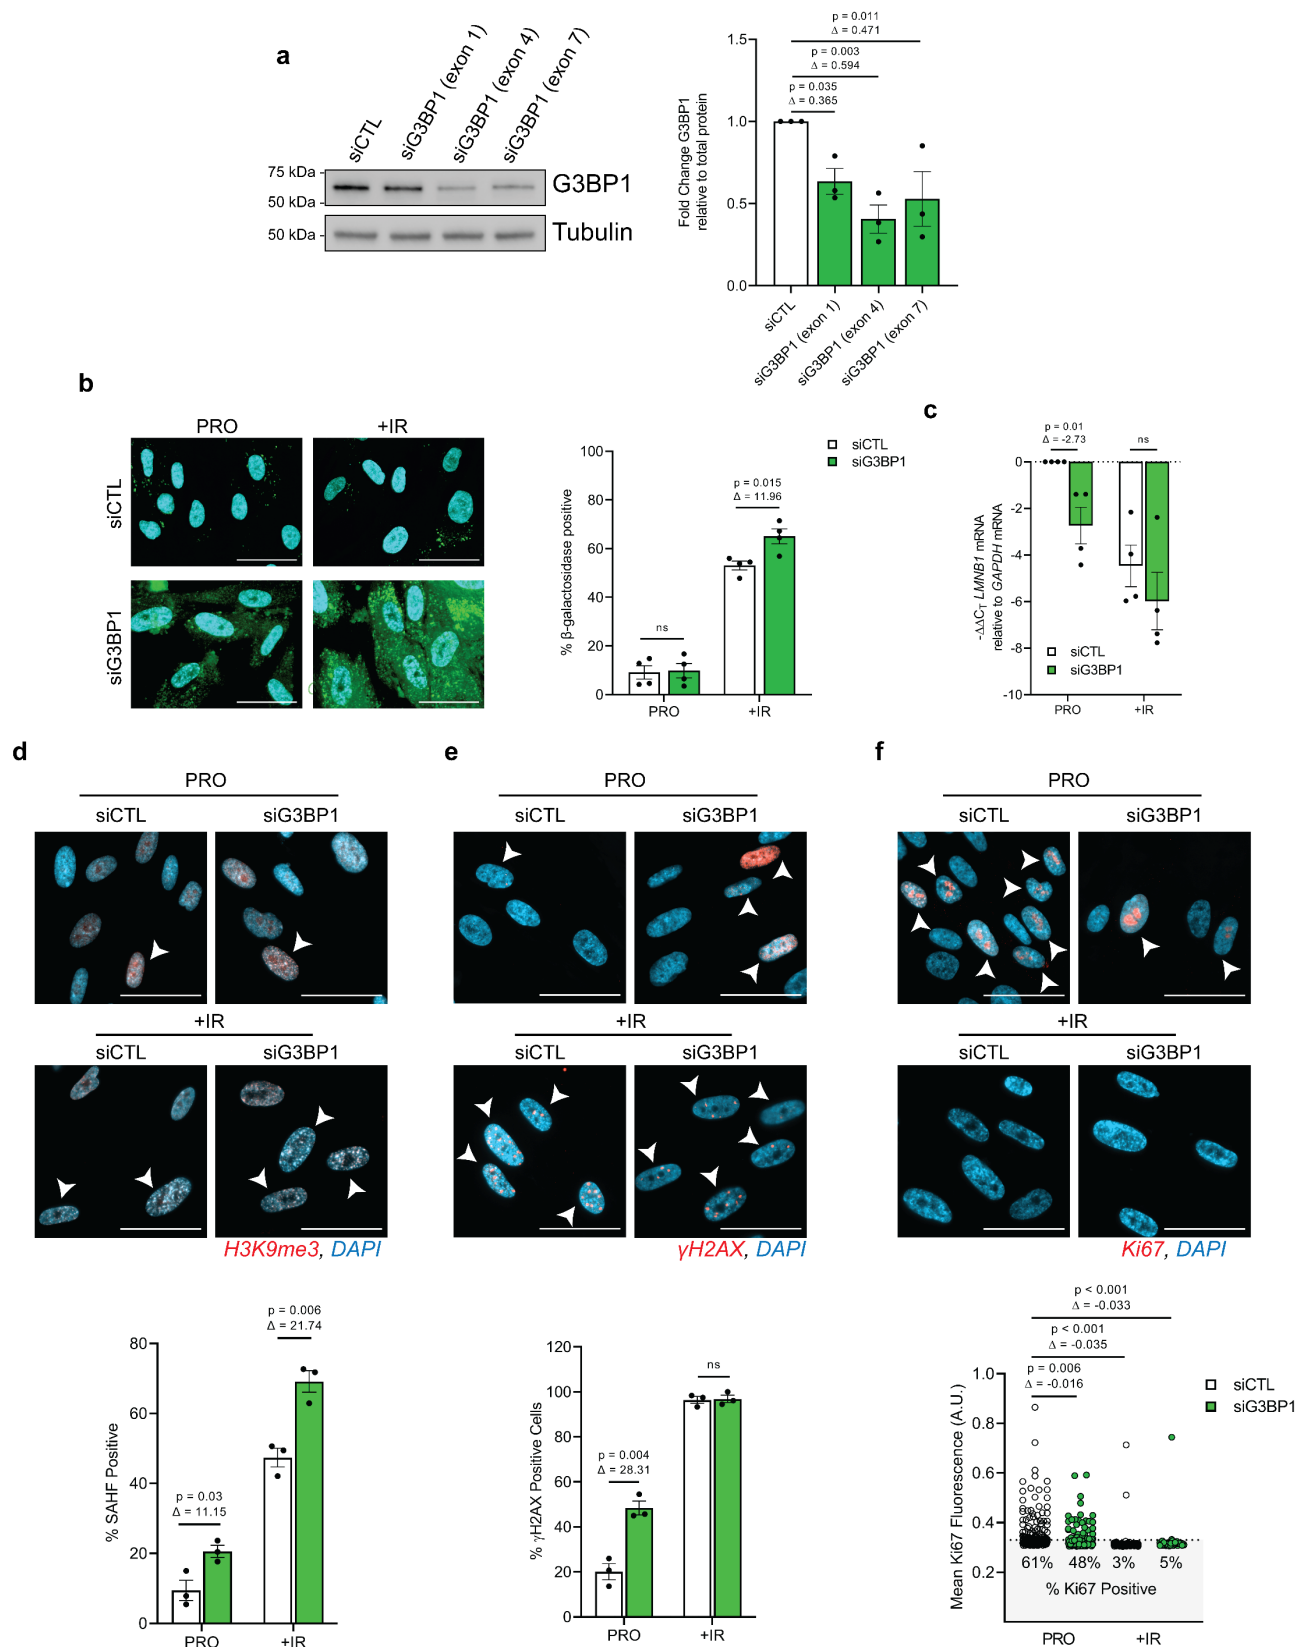

Supplementary Figure 1: G3BP1 depletion increases abundance of senescent cells and senescence associated phenotypes in IMR-90 cells. a, (left) Cell lysates from proliferative WI-38 cells treated with siRNA targeting three different exons of G3BP1 and

scrambled control (siCTL) were subjected to western blot analysis against indicated proteins. (right) Quantifications represent a mean of relative protein levels from three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test). **b**, (left) Proliferative (PRO) and post ionizing radiation (+IR) IMR-90 cells were treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL). Cells were treated with C12FDG to assess SA- β -gal activity and treated with DAPI to visualize nuclei during PRO and +IR. Scale bar, 50 μ m. (right) Graph representing % SA- β -gal positive cells in (left). The data is a mean of three independent experiments $\pm$ s.e.m. (two-tailed unpaired student's t-test). **c**, RNA was extracted from IMR-90 cells during PRO and +IR and assayed by RT-qPCR using primers against *LMNB1* mRNA. The data is a mean of four independent experiments $\pm$ s.e.m (unpaired student's t-test). **d-f**, (top) WI-38 cells were analyzed by immunofluorescence against (**d**) H3K9me3, (**e**) γ H2AX and (**f**) Ki67 during PRO and +IR. DAPI staining was used to visualize nuclei. Arrows indicate cells positive for indicated marker. Scale bar, 50 μ m. (bottom) Graphs representing (**d**) % SAHF positive cells determined by formation of DAPI foci colocalized with H3K9me3 foci, (**e**) % γ H2AX positive cells, determined by the presence of >4 nuclear γ H2AX foci >300nm in diameter, and (**f**) mean Ki67 intensity. The data is a mean three independent experiments $\pm$ s.e.m, for % SAHF positive cells and % γ H2AX positive cells, and a distribution of a minimum of 150 cells per condition, n = 230, 174, 172, 155 from left to right (two-tailed unpaired student's t-test, exact <0.001 p-values from left to right: 3.2E-9, 6.8E-8). Source Data for all the graphs are provided in the Source Data File.

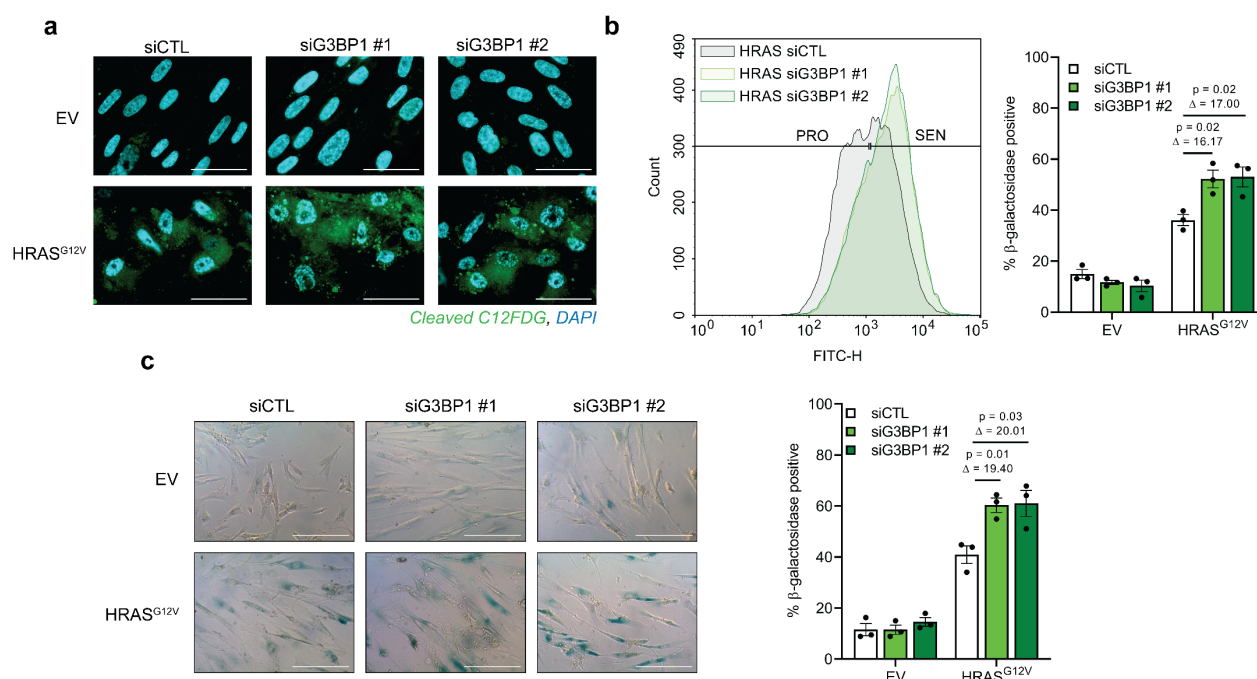

Supplementary Figure 2: G3BP1 depletion increases abundance of senescent cells during oncogene induced senescence in WI-38 cells. WI-38 cells were treated with siRNA against G3BP1 (siG3BP1 #1 and #2) or scrambled control (siCTL) and then transduced with empty vector (EV) or HRAS (HRAS^{G12V}). Senescence was then assessed seven-days post-transduction with either EV or HRAS^{G12V}. **a**, SA-β-gal was assessed using C12FDG. Cells were treated with DAPI to visualize nuclei. Scale bar, 50 μm. **b**, (left) SA-β-gal was assessed using C12FDG via flow cytometer. (right) Graph representing % SA-β-gal positive cells using flow cytometer. The data is a mean of three independent experiments ± s.e.m. (two-tailed unpaired student's t-test). **c**, (left) SA-β-gal was assessed using X-gal. Scale bar, 100 μm. (right) Graph representing % SA-β-gal positive cells measured by flow cytometry. The data is a mean of three independent experiments ± s.e.m. (two-tailed unpaired student's t-test). Source Data for all the graphs are provided in the Source Data File.

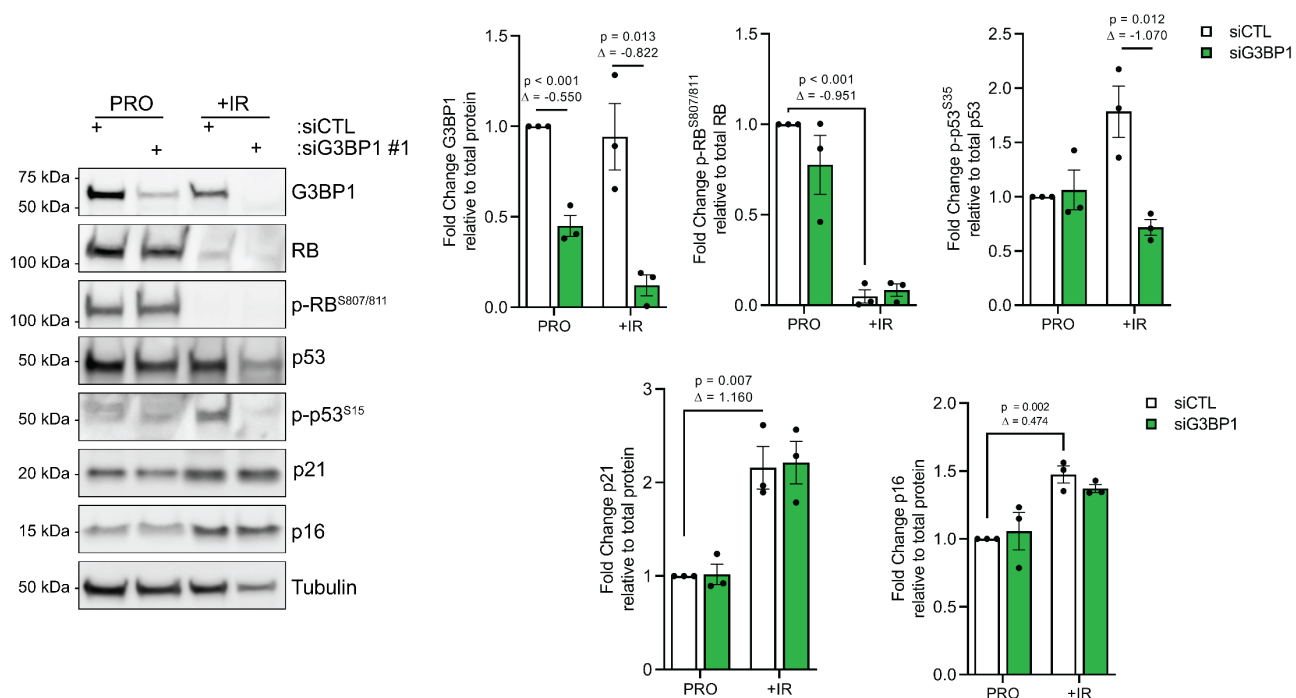

Supplementary Figure 3: G3BP1 depletion increases senescence associated phenotypes but not levels of cell cycle regulators in irradiated IMR-90 cells. Cell lysates from proliferative (PRO) and eight-days post ionizing radiation (+IR) IMR-90 cells were subjected to western blot analysis against indicated proteins. Quantifications represent a mean of relative protein levels from three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test, exact <0.001 p-values from left to right: 0.00066, 0.00001). Source Data for all the graphs are provided in the Source Data File.

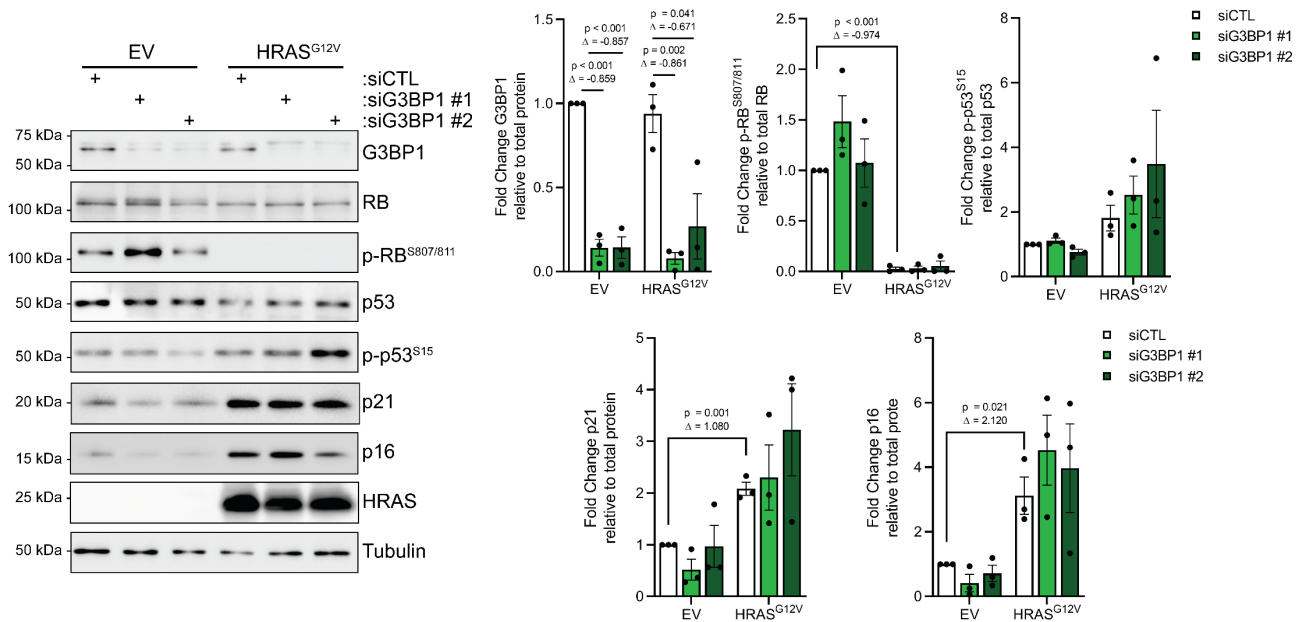

Supplementary Figure 4: G3BP1 does not affect levels of established cell cycle regulators during oncogene-induced senescence in WI-38 cells. WI-38 cells were treated with siRNA against G3BP1 (siG3BP1 #1 and #2) or scrambled control (siCTL) and assessed during proliferative cells transduced with empty vector (EV) and seven-days post-transduction with HRAS (HRAS^{G12V}). (left) Cell lysates were subjected to western blot analysis against indicated proteins. (right) Quantifications represent a mean of relative protein levels from three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test, exact <0.001 p-values from left to right: 0.00001, 0.00084, 5.0E-7). Source Data for all the graphs are provided in the Source Data File.

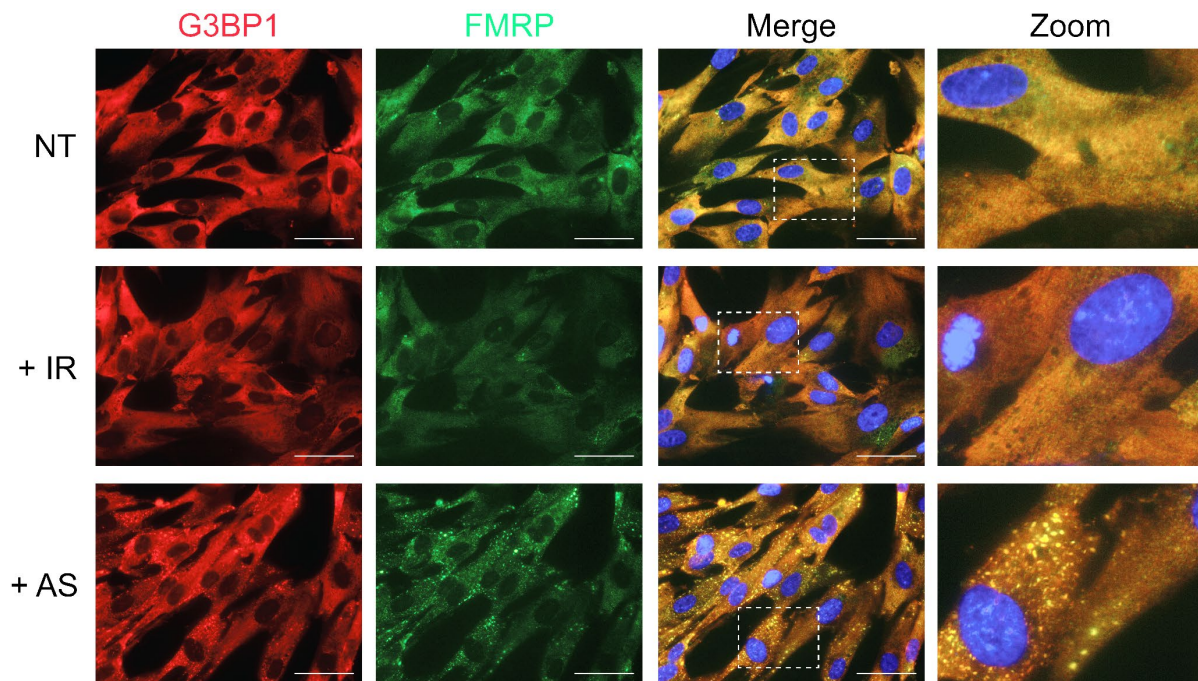

Supplementary Figure 5: Irradiation does not induce stress granule formation. WI-38 cells were treated or not with ionizing radiation (+IR). Cells were fixed 15 minutes after irradiation and used for immunofluorescence to assess the presence of well-known stress granules markers such as G3BP1 and FMRP. Scale bar, 50 μ m.

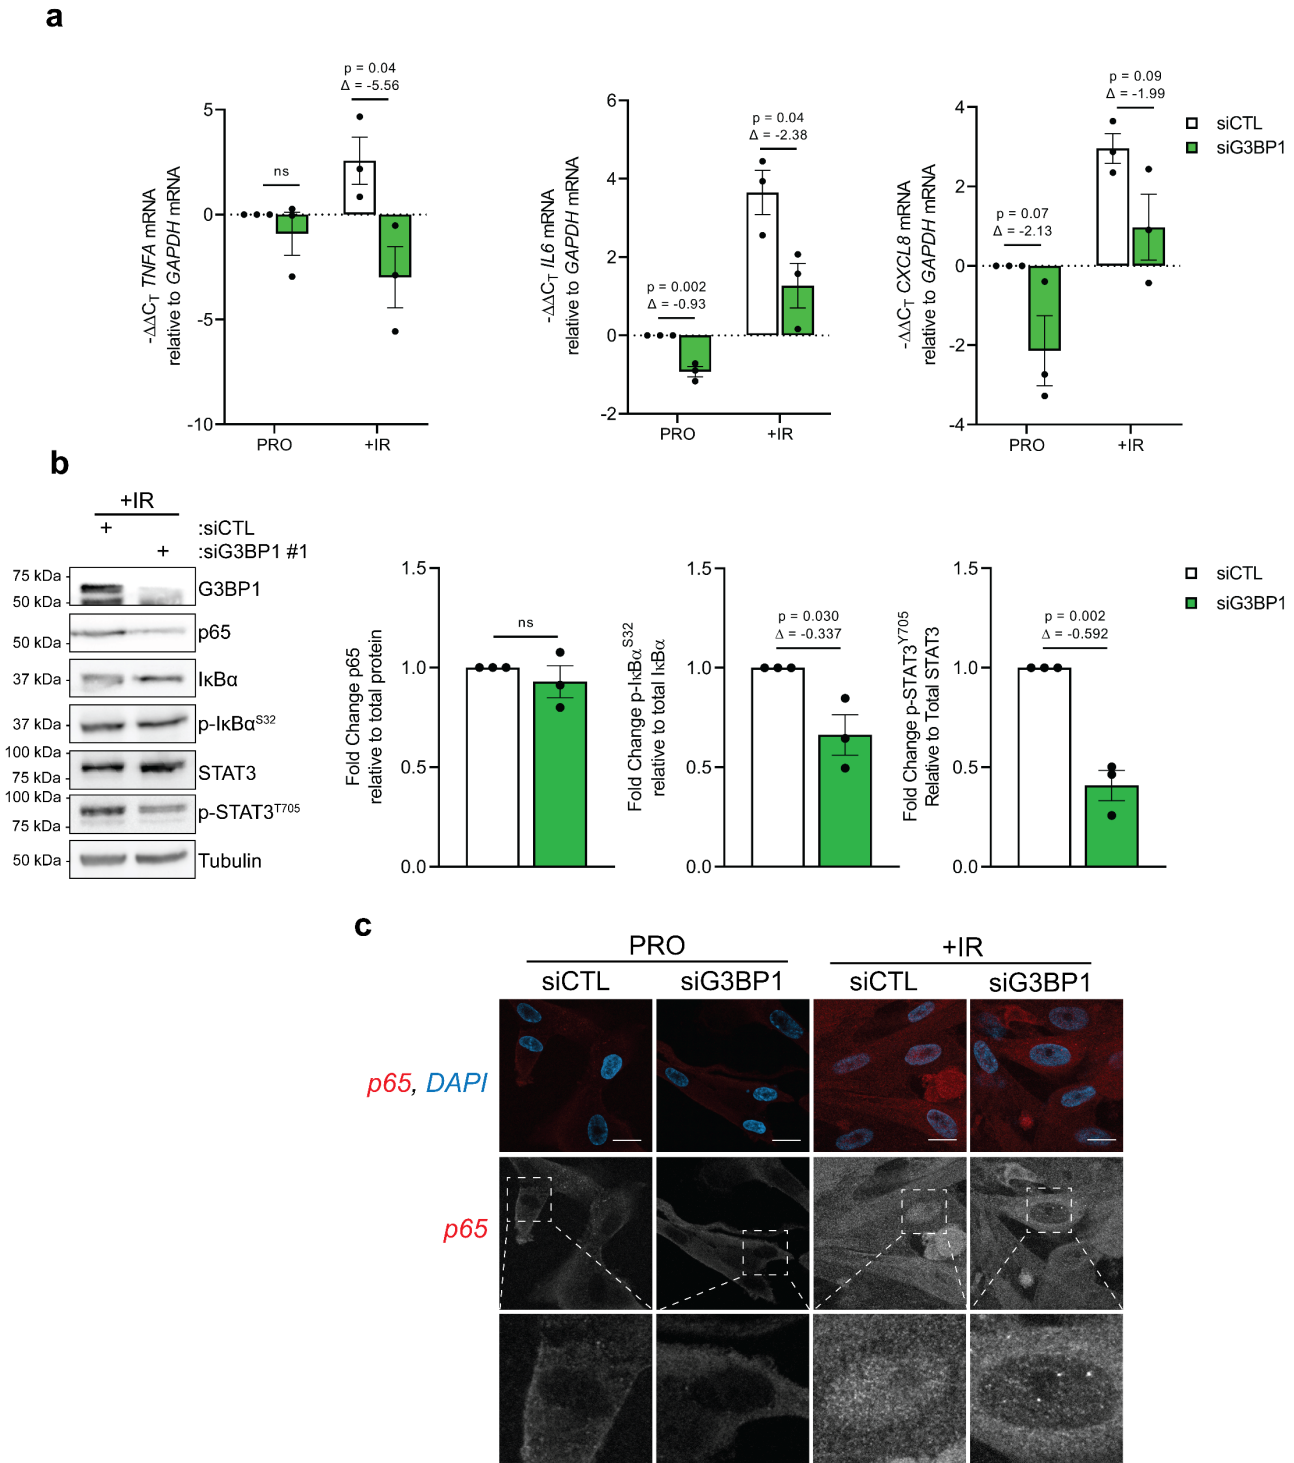

Supplementary Figure 6: Depletion of G3BP1 impairs canonical SASP signaling through reduction of STAT3 and NF- κ B signaling in IMR-90 cells. **a**, RNA was extracted from cells during proliferative stage (PRO) and eight-days post ionizing radiation (+IR) from IMR-90 cells treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL) and assayed by RT-qPCR using primers against indicated mRNA. The data is a mean of three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test). **b**, Cell lysates from PRO and +IR IMR-90 cells were subjected to western blot analysis against indicated proteins.

(right) Quantifications represent a mean of relative protein levels from three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test). **c**, IMR-90 cells were analyzed by immunofluorescence against p65 in PRO and +IR IMR-90 cells. DAPI staining was used to visualize nuclei. Scale bar, 20 μ m. Source Data for all the graphs are provided in the Source Data File.

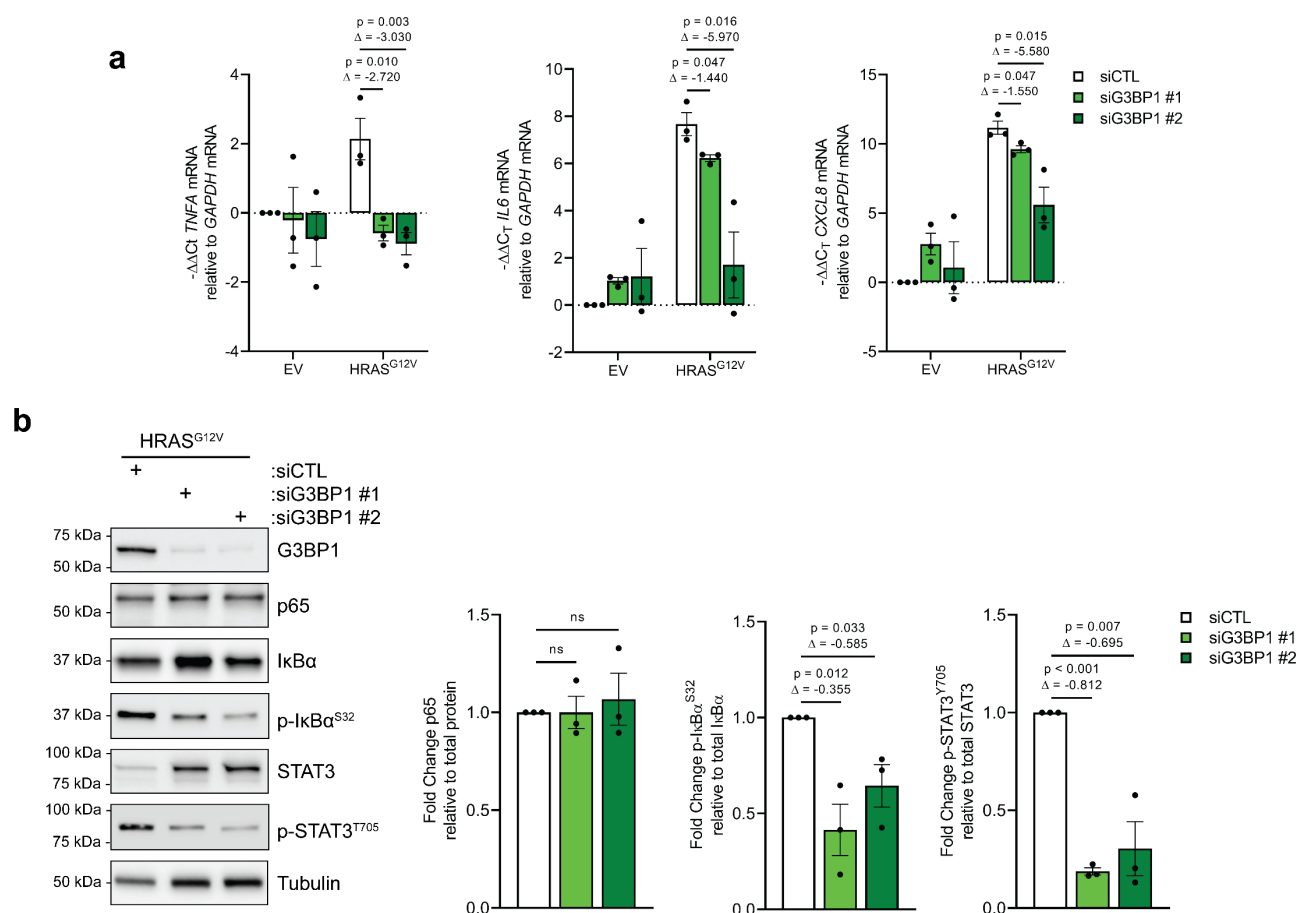

Supplementary Figure 7: Depletion of G3BP1 impairs canonical inflammatory SASP expression through reduced activation of STAT3 and NF- κ B signaling during oncogene-induced senescence in WI-38 cells. WI-38 cells were treated with siRNA against G3BP1 (siG3BP1 #1 and #2) or scrambled control (siCTL) and assessed in cells transduced with empty vector (EV) and seven-days post-transduction with HRAS (HRAS^{G12V}). **a**, RNA was extracted and assayed by RT-qPCR using primers against indicated mRNA. The data is a mean of three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test). **b**, (left) Cell lysates were subjected to western blot analysis against indicated proteins. (right) Quantifications represent a mean of relative protein levels from three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test, exact <0.001 p-values from left to right: 0.0007). Source Data for all the graphs are provided in the Source Data File.

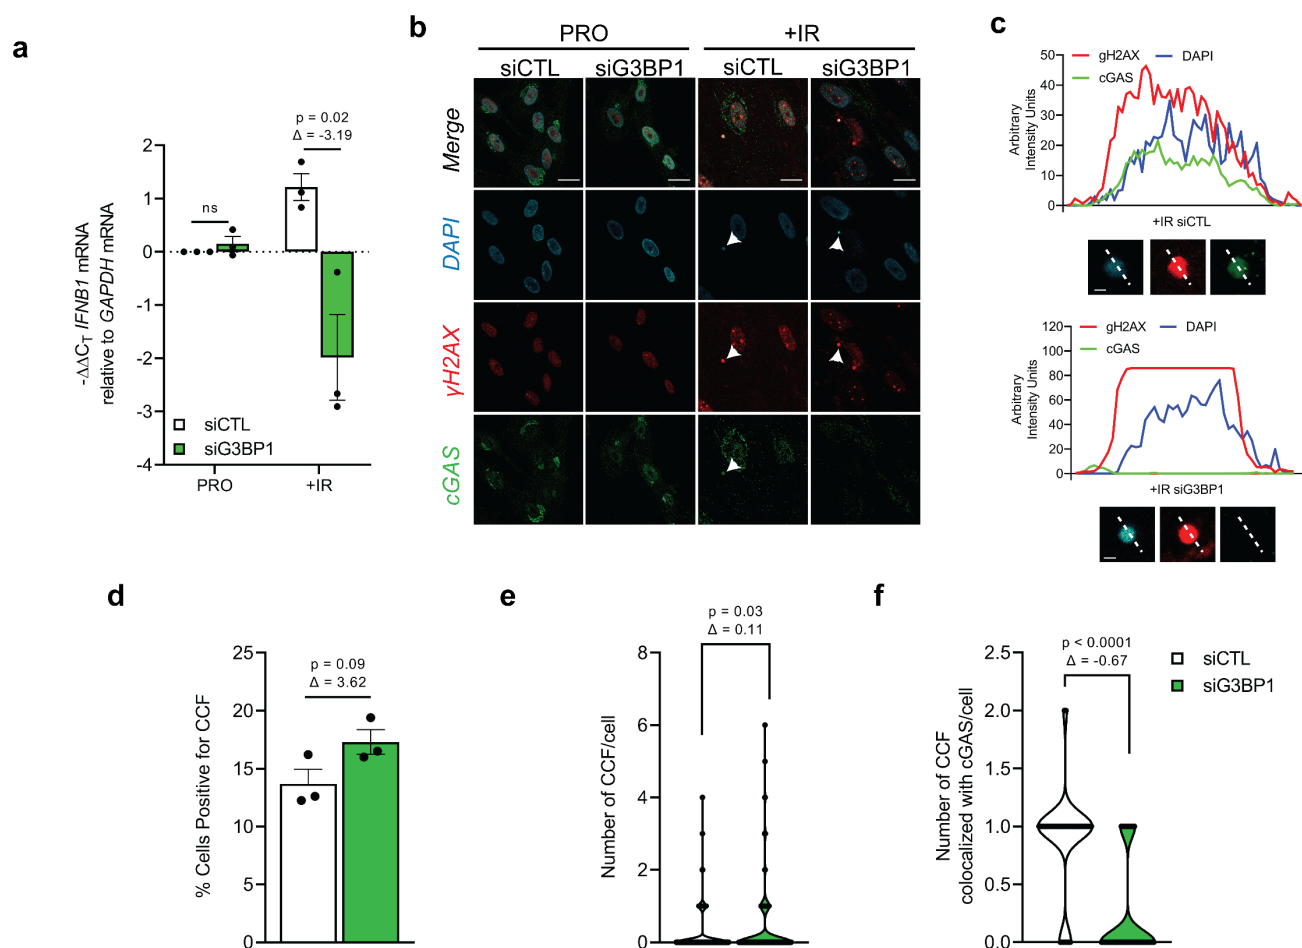

Supplementary Figure 8: G3BP1 loss inhibits cGAS signaling in senescent cells required for activation of SASP in irradiated IMR-90 cells. **a**, RNA was extracted from cells during proliferative stage (PRO) and eight-days post ionizing radiation (+IR) from IMR-90 cells treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL) and assayed by qPCR using primers against *IFNB1* mRNA. The data is a mean of three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test). **b**, IMR-90 cells were analyzed by immunofluorescence against γ H2AX and cGAS during PRO and SEN. DAPI staining was used to visualize nuclei. White arrows indicate CCFs. Scale bar, 20 μ m. **c**, Graphs represent intensity profile for CCFs in SEN siCTL (**top**) and SEN siG3BP1 (**bottom**) for γ H2AX, cGAS, and DAPI. Plot is representative of foci shown below. Scale bar, 2 μ m. **d**, **e**, **f**, Graph of % SEN cells positive for CCF $\pm$ s.e.m (**d**), number of CCFs present in SEN cells (**e**), and number of CCFs present in SEN cells colocalized with cGAS (**f**). The data is representative of three independent experiments (two-tailed unpaired student's t-test, exact <0.001 p-values from left to right: 7.6E-11). Source Data for all the graphs are provided in the Source Data File.

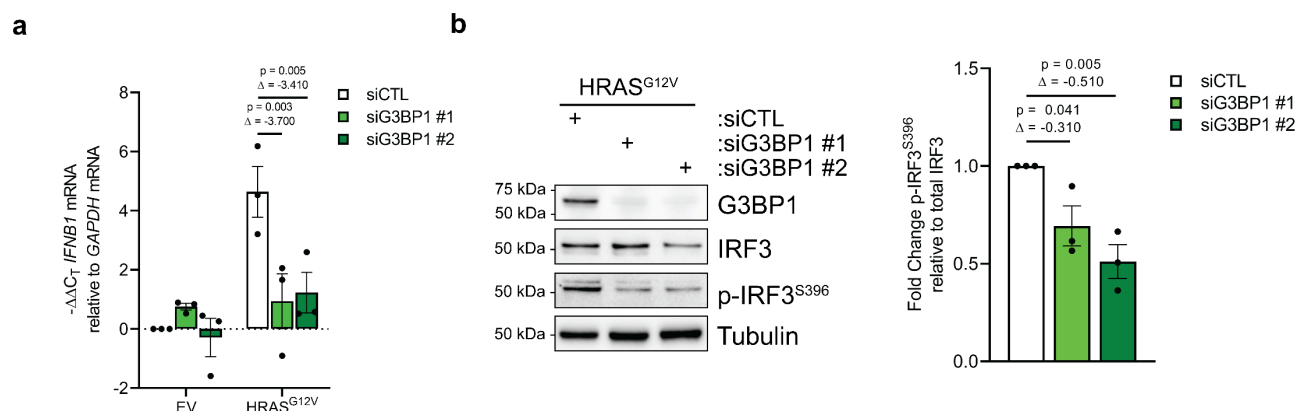

Supplementary Figure 9: G3BP1 depletion inhibits cGAS signaling in senescent cells required for activation of SASP during oncogene-induced senescence in WI-38 cells. WI-38 cells were treated with siRNA against G3BP1 (siG3BP1 #1 and #2) or scrambled control (siCTL) and assessed in cells transduced with empty vector (EV) or seven-days post-transduction with HRAS (HRAS^{G12V}). **a**, RNA was extracted and assayed by qPCR using primers against *IFNB1* mRNA. The data is a mean of three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test). **b**, (left) Cell lysates were subjected to western blot analysis against indicated proteins. (right) Quantifications represent a mean of relative protein levels from three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test). Source Data for all the graphs are provided in the Source Data File.

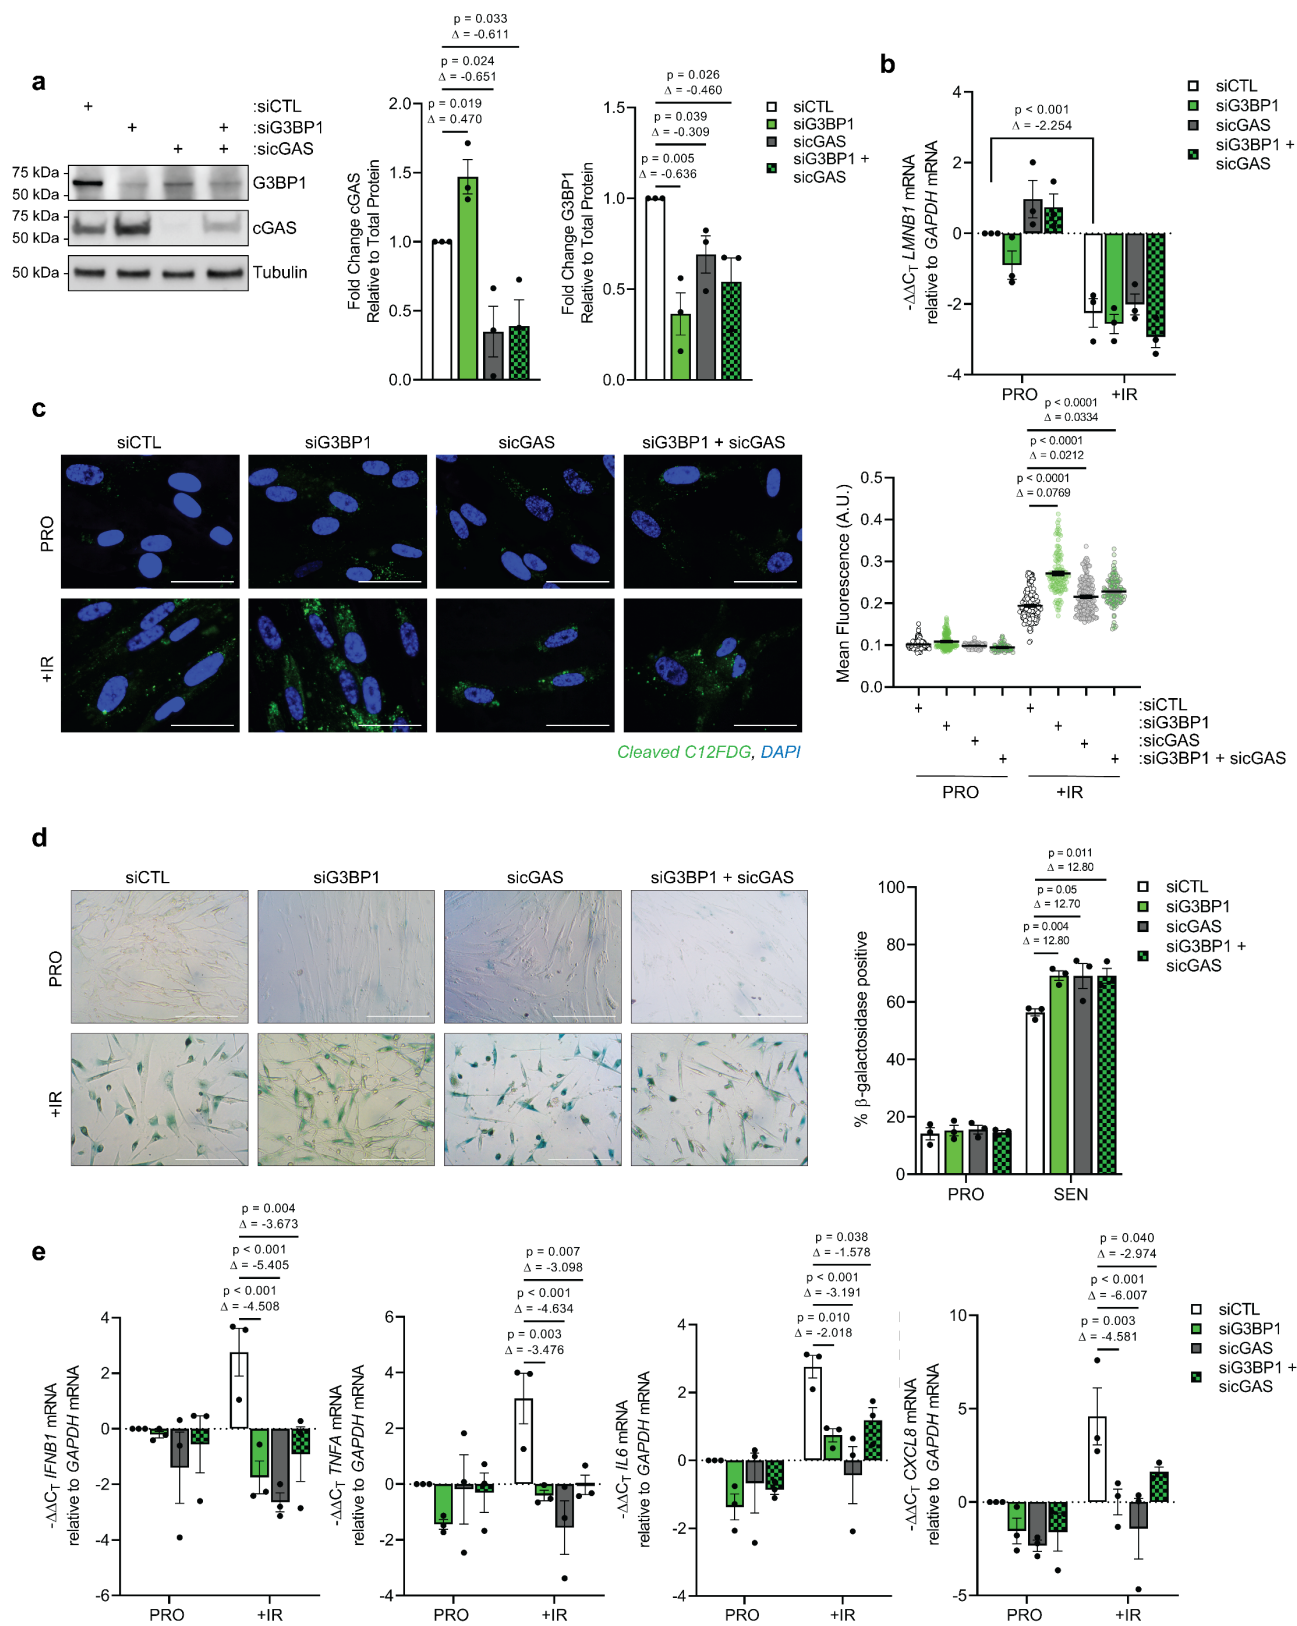

Supplementary Figure 10: Knockdown of cGAS recapitulates the effects of G3BP1 depletion on SASP induction without preventing cellular senescence. WI-38 cells were

treated with siRNA against G3BP1 (siG3BP1) and/or cGAS (sicGAS) or scrambled control (siCTL) and assessed during proliferative stage (PRO) and eight-days post-ionizing radiation (+IR). **a**, (left) Cell lysates obtained from PRO cells were analysed by western blot against indicated proteins. (right) Quantifications represent a mean of relative protein levels from three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test). **b**, RNA was extracted from WI-38 cells during PRO stage and eight-days post ionizing radiation (+IR) and assayed by RT- qPCR using primers against *LMNB1* mRNA. The data is a mean of three independent experiments $\pm$ s.e.m (two-tailed unpaired student's t-test). **c**, (left) SA- β -gal was assessed using C12FDG. Cells were treated with DAPI to visualize nuclei. Scale bar, 50 μ m. (right) Mean fluorescence from (left) was measured. The data is measured from a minimum of 50 cells, the mean is shown $\pm$ s.e.m, n = 289, 159, 133, 59, 184, 125, 186, 117 (one-way ANOVA, Fisher's LSD). **d**, (left) SA- β -gal was assessed using X-gal. Scale bar, 100 μ m. (right) Graph representing % SA- β -gal positive cells from (left). The data is a mean of three independent experiments $\pm$ s.e.m. (two-tailed unpaired student's t-test, exact <0.001 p-values from left to right: 1.0E-15, 2.5E-12, 1.0E-15). **e**, RNA was extracted and assayed by RT-qPCR using primers against the indicated mRNA. The data is a mean of three independent experiments $\pm$ s.e.m (two-way ANOVA, Fisher's LSD, exact <0.001 p-values from left to right: 0.0009, 0.0002, 0.0003, 0.0003, 0.0004). Source Data for all the graphs are provided in the Source Data File.

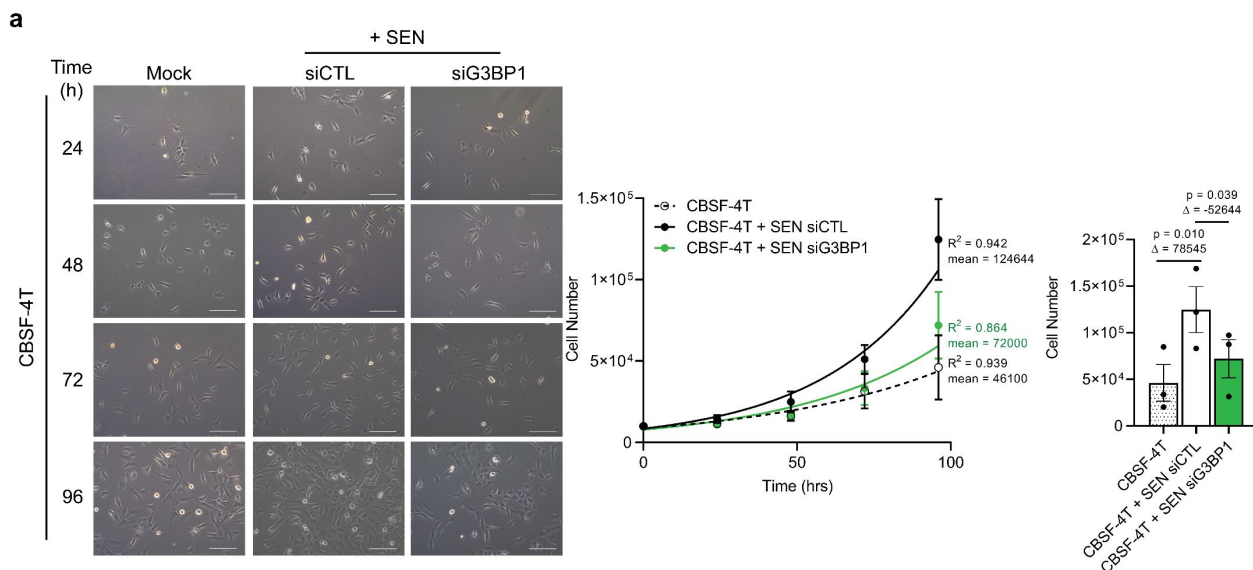

Supplementary Figure 11: SASPless G3BP1 depleted senescent cells do not promote senescence-associated cell growth of immortalized skin fibroblasts *in vitro*. (left) Images of CBSF-4T skin fibroblasts cells without co-culture or with co-culture of WI-38 cells eight-days post ionizing radiation (SEN) cells treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL). Scale bar, 200 μ m. (middle) Graph representing total number of CBSF-4T cells quantified over time. The data is a mean of three independent experiments $\pm$ s.e.m (nonlinear regression, R-squared values). (right) Graph representing total number of CBSF-4T cells quantified after 96 hours as in (middle). The data is a mean of three independent experiments $\pm$ s.e.m (one-way ANOVA, Fisher's LSD). Source Data for all the graphs are provided in the Source Data File.

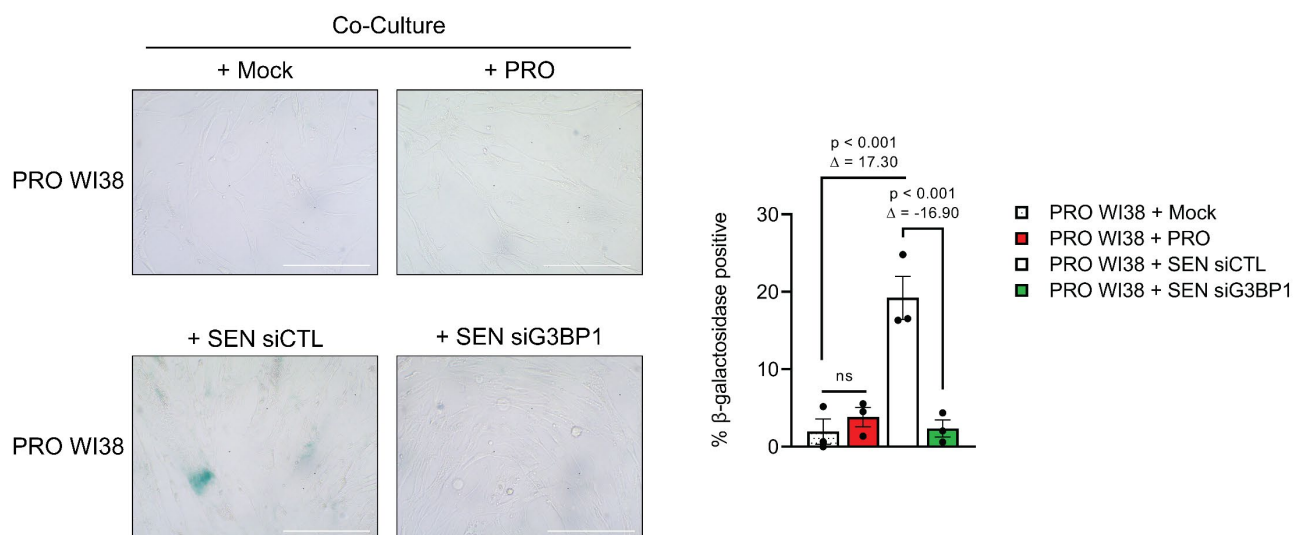

Supplementary Figure 12: SASPless G3BP1 depleted senescent cells do not promote paracrine senescence *in vitro*. WI-38 proliferative cells were co-cultured with Mock, or proliferative WI-38 cells, or cells treated with siRNA against G3BP1 (siG3BP1) and scrambled control (siCTL) eight-days post-ionizing radiation (+IR). (left) SA-β-gal was assessed using X-gal. Scale bar, 100 μm. (right) Graph representing % SA-β-gal positive cells from (left). The data is a mean of three independent experiments $\pm$ s.e.m. (one-way ANOVA, Fisher's LSD, exact <0.001 p-values from left to right: 0.0001, 0.0002). Source Data for the graph are provided in the Source Data File.

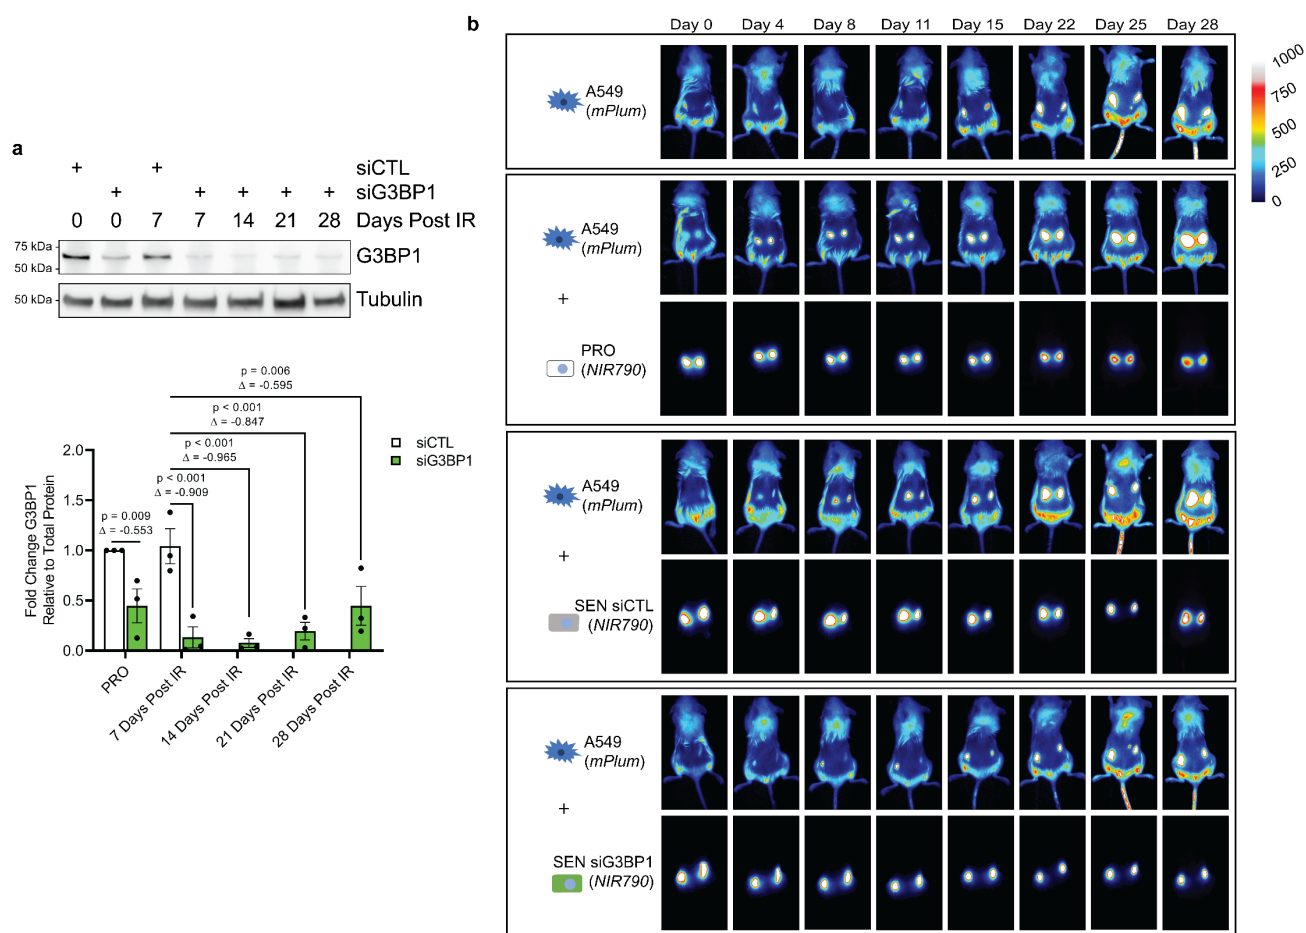

Supplementary Figure 13: Time course imagery of co-injected senescent cells depleted of G3BP1 with A549 tumorigenic cells. **a**, (top) Cell lysates from proliferative or irradiated cells treated with siRNA targeting G3BP1 (siG3BP1) or scrambled control (siCTL) were collected at the indicated time points and analyzed using western blot against indicated proteins. (bottom) Quantifications represent a mean of relative protein levels from three independent experiments $\pm$ s.e.m (one-way ANOVA, Fisher's LSD, exact <0.001 p-values from left to right: 0.0002, 0.0001, 0.0004). **b**, Images of fluorescent signal from A549 injected alone (expressing *mPlum*), co-injected A549 cells (expressing *mPlum*) and proliferative WI-38 cells treated with siRNA targeting scrambled control (stained with NIR790), co-injected A549 cells (expressing *mPlum*) and senescent WI-38 cells treated with siRNA targeting scrambled control (stained with NIR790), and co-injected A549 cells (expressing *mPlum*) and senescent WI-38 cells treated with siRNA targeting G3BP1 (stained with NIR790) were obtained using the Q-Lumi In Vivo imaging system. Images from day 0, day 4, day 8, day 11, day 15, day 22, day 25 and day 28 are shown. Source Data for the graph in a are provided in the Source Data File.

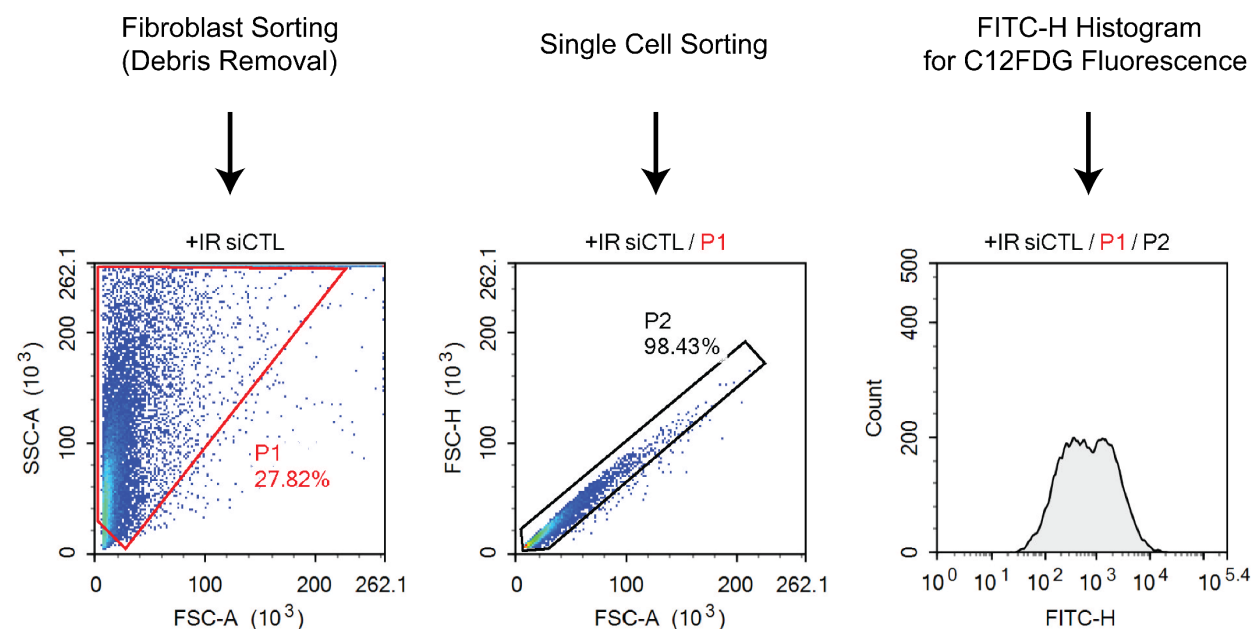

Sample Statistics of +IR siCTL

Gate	Count	% Parent	X	Y	Median X	Median Y
All	50,000					
└─ P1	13,908	27.82%	FSC-A	SSC-A	13,247	71,857
└─ P2	13,690	98.43%	FSC-A	FSC-H	13,324	11,203

Supplementary Figure 14: Gating strategy for Flow Cytometry analysis. Gating strategy for flow cytometry analysis of senescent WI-38 cells. The above gating strategy corresponds to flow cytometry data from Fig. 1b and Supplementary Fig. 2b. To estimate relative SA- β -Gal activity, based on cleaved C12FDG fluorescence, a two-parameter display of FSC vs. SSC was set up excluding subcellular debris. Single cells were selected using a two-parameter display of FSC-H vs. FSC-A. Non-labeled samples were used to determine auto-fluorescence.

# Supplementary material for: G3BP1 controls the senescence-associated secretome and its impact on cancer progression
**Source:** Nat Commun. 2020 Oct 5;11:4979. doi: 10.1038/s41467-020-18734-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Differential Expression Analysis and Ingenuity Pathway Analysis of RNA Sequencing Data of senescent WI-38 cells expressing or not G3BP1.** Total RNA from post ionizing radiation (SEN) WI-38 cells treated with siRNA against G3BP1 (siG3BP1) or scrambled control (siCTL) were subjected to RNA sequencing. Differential expression analysis and ingenuity pathway analysis are shown.

File Name: Supplementary Data 2

Description: **Raw Multiplex Analysis of conditioned medium from senescent WI-38 cells expressing or not G3BP1.** Conditioned media from PRO and from +IR WI-38 cells treated with siRNA against G3BP1 (siG3BP1) and scrambled control (siCTL) were analyzed by multiplex arrays. The raw data from three independent experiments is shown.

File Name: Supplementary Data 3

Description: **Raw Multiplex Analysis of conditioned medium from senescent WI-38 cells treated with or without EGCG.** Conditioned media from proliferative (PRO) cells and eight-day post ionizing radiation (SEN) WI-38 cells treated with or without 40 μ M EGCG. The heatmap indicates the fold change in comparison to the control PRO, SEN, and SEN treated with 40 μ M EGCG. The raw data from three independent experiments is shown.

# Supplementary material for: G3BP1 controls the senescence-associated secretome and its impact on cancer progression
**Source:** Nat Commun. 2020 Oct 5;11:4979. doi: 10.1038/s41467-020-18734-9
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Flow Cytometry: FACSDiva 8 was used during collection
RNA-Seq: RNA-seq libraries were sequenced on the Illumina NextSeq 500 platform at the Institute for Research in Immunology and Cancer (IRIC) Genomics Core Facility, University of Montreal, to produce over 60 million, 100 nucleotide paired-end reads per sample. Sequences were trimmed for sequencing adapters and low quality 3' bases using Trimmomatic version 0.35 and aligned to the reference human genome version GRCh38 (gene annotation from Gencode version 26, based on Ensembl 88) using STAR version 2.5.1b. Gene expressions were obtained both as readcount directly from STAR as well as computed using RSEM in order to obtain gene and transcript level expression, either in TPM or FPKM values, for these stranded RNA libraries. DESeq2 version 1.22.1 was then used to normalize gene readcounts.

Data analysis

Ingenuity Pathway Analysis (IPA) (Version 01-14 (01-14)) Qiagen
GraphPad Prism 7.0 was used for statistical analyses
FlowJo Version10.5.2 was used to analyze Flow Cytometry Data
Image Lab 6.0.1 was used to analyze Western Blot Data
Cell Profiler 3.1.9 was used to analyze Fluorescent Microscopy Data

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data reported in this study in support of all the findings outlined are available from the corresponding author upon reasonable request. The source data underlying Figs. 1, 3-7 and Supplementary Figs. 1-4 and 6-13 are provided as a Source Data file. The raw multiplex analysis data for Figs. 3b and 5c are available in the Supplementary Data 2 and 3 files, respectively. The raw RNASeq data is available in the Supplementary Data 1 file and have been deposited into NCBI Gene Expression Omnibus (GEO) database under accession number GSE151745. For RNA Sequencing Analysis, sequences were aligned to the reference human genome version GRCh38 (gene annotation from Gencode version 26, based on Ensembl 88) using STAR version 2.5.1b.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample-size calculations were performed. When working with experimental repeats of the same biological sample (Western, RT-qPCR, Flow Cytometry and Immunofluorescence), 3 samples were used per group for minimal statistics requirements.<br><br>For RNA sequencing, we used 2 samples per group which is the minimum required for statistical analysis by DESeq2.<br><br>For in vivo studies, sample size was determined to be adequate based on the magnitude and consistency of measurable differences between groups.
Data exclusions	No data were excluded
Replication	Replicate experiments were successful. All experiments were replicated independently a minimum of 3 times as noted in each figure.
Randomization	When working with experimental repeats of the same biological sample, each treatment was paired with the respective controls, and the same setting was repeated independently several times.<br><br>For in vivo experiments all groups were compromised of 9-week old NOD/SCID/IL2Rγ null (NSG) Female Mice. Similarly to above, mice were grouped based on treatment and were randomly assigned into groups.
Blinding	No blinding was done during experimentation since no clinically relevant experiments were performed. All experiments were assigned into groups including relevant controls and analysis was done objectively and without bias.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	G3BP1 (Homemade) Tubulin (Developmental Studies Hybridoma Bank) Lamin B1 (Abcam Cat# ab16048) RB (Abcam Cat# ab181616) pRB (S807/811) (Cell Signaling Technology Cat# 8516) p53 (Millipore Cat# OP43-100UG) pp53 (S15) (Cell Signaling Technology Cat# 9284) p21 (Abcam Cat# ab7960) p16 (Abcam Cat# ab108349) p65 (Abcam Cat# ab16502) STAT3 (Cell Signaling Technology Cat# 9139) pSTAT3 (Y705) (Cell Signaling Technology Cat# 9145) IκBα (Cell Signaling Technology Cat# 4814) plkBα (S32) (Abcam Cat# ab92700) IRF3 (Cell Signaling Technology Cat# 11904) pIRF3 (S396) (Cell Signaling Technology Cat# 4947) H3K9me3 (Abcam Cat# b8898) Phospho-Histone H2A.X (Ser139/Tyr142) (Cell Signaling Technology Cat# 5438) cGAS (Thermo Fisher Scientific Cat# 14-5158-82) Ki-67 (Abcam Cat# ab16667)
Validation	The antibody against G3BP1 was validated through siRNA knockdown to confirm the specificity. The antibody against Tubulin (Developmental Studies Hybridoma Bank) was not validated Antibodies purchased from Abcam were validated as per their website stating "Antibodies are validated in western blot using lysates from cells or tissues that we have identified to express the protein of interest. Once we have determined the right lysates to use, western blots are run and the band size is checked for the expected molecular weight. We will always run several controls in the same western blot experiment, including positive lysate and negative lysate. When possible, we also include knock-out (KO) cell lines as a true negative control for our western blots. We are always increasing the number of KO-validated antibodies we provide. In addition, we run old stock alongside our new stock. If we know the old stock works well, this also acts as a suitable positive control. If the western blot result gives a clear clean band and we are happy with the result from the control lanes, these antibodies will be passed and added to the catalog. " Antibodies purchased from Cell Signaling Technology were validated as per their website stating "Antibody signal is measured in model systems with known presence/absence of target signal. Includes wild-type vs. genetic knockout, targeted induction or silencing." Antibodies purchased from Thermofisher were validated using genetic knockdown/ablation or RNAi as per their website. Antibodies purchased from Millipore were validated using genetic knockdown/ablation or RNAi as per their website.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	WI-38 cells were purchased from the European Collection of Authenticated Cell Cultures (ECACC Cat# 90020107) IMR-90 cells were purchased from the American Type Culture Collection (ATCC Cat# CCL-186) HEK 293T cells were purchased from the American Type Culture Collection (ATCC Cat# CRL-3216) A549 (ATCC Cat# CCL-185) and Immortalized Skin Fibroblasts (CBSF-4T) were kindly gifted to us from the laboratory of Dr. Christian Beausejour at the CHU Sainte-Justine Research Center
Authentication	All ATCC cell lines (WI-38, HEK293T and A549 cells) were authenticated by ATCC using morphology, karyotyping, and PCR based approaches to confirm the identity of human cell lines and to rule out both intra- and interspecies contamination. These include an assay to detect species specific variants of the cytochrome C oxidase I gene (COI analysis) to rule out inter-species contamination and short tandem repeat (STR) profiling to distinguish between individual human cell lines and rule out intra-species contamination All ECACC cell lines (IMR-90) were authenticated using short tandem repeat (STR) profiling to distinguish between individual human cell lines and rule out intra-species contamination CBSF-4T cells were not authenticated
Mycoplasma contamination	Previously tested by distributors and routinely tested using DAPI. All cell lines used were routinely tested as described and were negative for Mycoplasma.
Commonly misidentified lines (See ICLAC register)	No cell lines used are listed in the database of commonly misidentified cell lines.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	NOD/SCID/IL2Rγ null (NSG) Mice<br>- 20-24 degrees celsius<br>- 40-70% humidity (typically 50%)<br>- 12 hour dark/light cycle
Wild animals	This study did not involved wild animals
Field-collected samples	No field collected samples were used in the study.
Ethics oversight	All in vivo manipulations were previously approved by the CHU Sainte-Justine Research Centre institutional committee for good laboratory practices for animal research (Protocol #579).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Senescent WI-38 cells were seeded at 70–80% confluence in 6 cm culture plates, cultured and induced into senescence using 10Gy of irradiation or through transduction of HRAS using lentivirus. Eight days post-irradiation or transduction, lysosomal alkalisation was induced by pre-treating cells with 100nM bafilomycin A1 for 1h in fresh cell culture medium at 37°C and 5% CO ₂ . C12FDG (33μM) solution was then added to the cell culture medium for 2h. The cells were harvested by trypsinization and resuspended 1X PBS. The cells were analyzed by flow cytometry within 1h.
Instrument	BD FACSCanto™ II
Software	FACSDiva 8 was used during collection<br>FlowJo Version10.5.2 was used to analyze Flow Cytometry Data
Cell population abundance	No cell sorting was used to determine abundance of cell population since cultured WI-38 cells were used for flow cytometry from a pure population.
Gating strategy	To estimate relative SA-β-Gal activity, a two-parameter display of FSC vs. SSC was set up excluding subcellular debris. Single cells were selected using a two-parameter display of FSC-H vs. FSC-A. Non-labeled samples were used to determine auto-fluorescence.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

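Total RNA of WI-38 fibroblasts made senescent with 10 Gy and harvested at day 8 was sequenced after siG3BP1 or siCTL, with 2 libraries (A and B) in each of the 2 groups. According to the paper the authors trimmed the reads with Trimmomatic 0.35 and aligned them with STAR to GRCh38 with the Gencode annotation. They took read counts from STAR, computed TPM or FPKM values with RSEM, and normalized the counts with DESeq2 1.22.1. The submitters' processing notes also name TopHat2 2.0.10 and the mouse builds mm10 and GRCm38, without a role, beside GRCh38. The per-library values that the authors deposited are a signal, namely reads per gene divided by a size factor of each library. No value lies further than 8.44e-10 reads from a whole number of reads once that division is undone, whereas a sheet heading in Supplementary Data 1 calls these columns TPM. The same deposited table gives the authors' log2 values, including an unshrunken log2 fold change that equals the difference of the group means of log2(value + 0.5) to within 1.20e-14. It also gives the authors' p-values and adjusted p-values. Their mean over libraries differs by over 1.5 times from the mean of these 4 columns for 17.5% of genes, although the paper gives 2 samples per group for RNA sequencing, and the cause was not tested. The held copy of Supplementary Data 1 has the first 1594 of 58219 gene rows, and no set test was run on it.

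The depth was 16944404 reads counted in genes for siCTL A, 22745000 for siCTL B, 17169469 for siG3BP1 A and 19233994 for siG3BP1 B. A count of 0 allows up to 3 reads per library, and this floor covers counting error only. Of 58219 genes, the 13422 with a mean value of at least 10 over the 4 libraries were tested. The test was limma 3.58.1 in R 4.3.3 with a mean-variance trend, two-sided, on log2(value + 0.5), with Benjamini-Hochberg adjustment and a threshold of 0.05. Counts beyond a log2 fold change of 1.5, the 500 genes with the smallest p and principal components of the 5000 most varying genes come from the same values. Gene lists, written from textbook knowledge and the paper before the data were examined, were tested with camera of limma at a preset correlation of 0.01, adjusted over 30 lists. They cover SASP cytokines, proteases and growth factors, the multiplex proteins of Fig. 3b, the interferon response, cGAS-STING, NF-κB signaling and targets, IL-6 and IL-8 signaling, cytokine receptors, G1/S, DNA replication, mitosis, checkpoints, senescence markers, p53 targets, stress granules, chaperones, extracellular matrix, ribosomal proteins, oxidative phosphorylation, mitochondrial mRNAs and rRNAs, lysosomes, cholesterol synthesis, and markers of epithelial, endothelial, immune and muscle cells.

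The genes named are those labelled in Fig. 2f or named as transcripts or markers in the paper, the 8 largest falls and the 8 largest rises among protein-coding genes past the threshold with a mean of at least 50 and no overlap between groups, the 4 members of each list with the smallest p, and the genes of the proteins in Fig. 3b. Before this rule was written, the gene rows of G3BP1, HSP90AA1, IL6ST, MT-RNR1, TOP2A, NCKAP1, ANLN, RLIM, CAMK4, EXO1, ZNF736, POT1, C9orf16 and a further gene in Supplementary Data 1 and the labels of Fig. 2f had been seen. Alternatives set beforehand were other pseudocounts, filters, scalings, numbers of genes and set tests, protein-coding genes only, the replicate letter as a block, corrections for exonic length and GC content, each library left out in turn, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and the authors' p-values. The corrections took from each library's deviation from the gene mean a loess trend (span 0.3). Exonic GC content and length came from the Gencode annotation of GRCh38, a later release than the authors', for 99.5% of the tested genes. SOD2 has no value there. Some genes that the rule names are not reported here.

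The tests were checked on simulated data made from the means and library sizes of this comparison over 13350 genes, 200 of them changed. Without a GC trend limma recovered 18 of 100 genes changed by 1 on the log2 scale and 87 of 100 changed by 2, and called 5 unchanged genes. With the GC trend of these libraries and the correction for it, it recovered 28 and 85. Limma's prior degrees of freedom were not finite in that simulated fit, against 4.17 in the GC-corrected fit of the real libraries. The recovery therefore does not carry over to that fit, which called 1 gene. Ingenuity Pathway Analysis was not run.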

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

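The corrections for GC content and length were set before the data were examined, and the bounds of each test were written before its value was seen. The search for siRNA seed matches and the estimated correlation after GC correction were chosen after the first counts had been seen.

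Of the 500 genes with the smallest p, 464 were lower after G3BP1 depletion. Of them 484 had an annotated 3' UTR, and 328 of these had no match to the seed of siG3BP1. Among the 328 genes 91.8% were lower, against seed matches as the whole cause. Of all searched genes 20.3% had a match, so a part for seed matches stays open. The seed of the control siRNA was not searched. Once corrected for GC content, 41.2% of the 500 genes with the smallest p were lower, as a GC trend of the libraries would give. In simulated data that trend alone made limma call 3156 of 13150 unchanged genes, against 12 after the correction. The simulated trend was the one fitted to these libraries and was removed by the same correction. These counts therefore show the size of the trend and cannot bear on its cause. After length correction 75% were lower, which lies between the bounds of 60% and 85% and leaves a part for gene length open. The GC trend goes with the groups and was also present between siG3BP1 A and B (rho 0.64), so an effect of library preparation and a change of RNA in the cells that depends on GC content both stay open.

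Cytokine, interferon and NF-κB lists had negative means but did not pass as lists, though the cytokine list did without siCTL B (adjusted p = 0.0218 from camera) and with the letter as a block (0.0494), and the interferon response did without siCTL B (0.00105) and in edgeR (0.0418), at the preset correlation, against an adjusted p = 0.794 for both with an estimated correlation. The interferon response list, once corrected for GC content, had an unadjusted p of 0.0396 in camera of limma (adjusted p = 0.0913) with a mean log2 fold change of -0.18 (standard error over genes 0.10). The bound written beforehand against a GC trend as the cause, a p under 0.05 with a negative mean, was met as written. That bound allowed for no spread: the mean lies within 2 standard errors of 0, a condition added after the value was seen, and the p with an estimated correlation was 0.569 from camera, so a GC trend stays open. The 42 members without a seed match had a GC-corrected mean of -0.12 (standard error 0.11), also within 2 standard errors of 0, so seed matches stay open too.

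CDKN1A, which encodes the cell cycle inhibitor p21, was higher after G3BP1 depletion, with a log2 fold change of 1.47 (standard error 0.33, adjusted p = 1.19e-04 from limma) at a GC content of 57.5%. Its GC-corrected log2 fold change was 0.66 (standard error 0.25, adjusted p = 0.151 from limma), as a GC trend would give. Limma's prior degrees of freedom were not finite before and 4.17 after the correction. With the letter as a block after GC correction they were again not finite, and the adjusted p was 0.0169 from limma. The log2 fold change was the same there (standard error 0.23), so the call after GC correction depended on how the spread was estimated. Its log2 fold change was 1.49 without siCTL A (adjusted p = 0.136 from limma), 1.44 without siCTL B (0.211) and 0.93 without siG3BP1 A, where it passed (0.0193). The corrected change still lies over 2 standard errors above 0, so an increase in the cells stays open.

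The paper's text does not name several groups of genes with a positive mean log2 fold change that passed in camera at its preset correlation. With an estimated correlation, which leaves camera few degrees of freedom here, each list had an adjusted p = 0.794 from camera. The estimated correlation of these lists was 0.316 (lysosomal genes) to 0.954 (mitochondrial rRNAs), against the preset 0.01. P-values at the preset correlation may therefore be too small. The pathway sheets of Supplementary Data 1 were not used here. Nuclear genes of oxidative phosphorylation had a mean log2 fold change of 0.94 over 41 genes. Ribosomal protein genes had a mean of 0.68 over 68. Mitochondrially encoded mRNAs had a mean of 0.78 over 13, at a mean GC content of 44.2%. The mitochondrial rRNAs MT-RNR1 and MT-RNR2 had a mean of 2.48, at a share of the normalized reads of 0.0171% in siG3BP1 A and less in the other libraries. Lysosomal genes had a mean of 0.63 over 25. Without siCTL A, and likewise without siCTL B, 0 nuclear genes of oxidative phosphorylation, ribosomal protein genes, mitochondrially encoded mRNAs and lysosomal genes and 1 mitochondrial rRNA passed in limma, where 2740 and 2819 of all tested genes had an unadjusted p under 0.05. The 7SL RNA of the signal recognition particle (RN7SL1 and RN7SL2) took 2.98% ± 0.805 (SD, n = 2) of the normalized reads in siG3BP1 libraries and 1.58% ± 0.0736 (SD, n = 2) in siCTL libraries.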

How the results depend on the processing

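The edgeR fit with GC correction, the combined GC and length correction, the stress granule list less G3BP1 and the estimated correlation after GC correction were chosen after seeing the data, and the other alternatives were set beforehand. Here the value of a list is its mean log2 fold change and a list turns where the direction of camera's test does, which can differ from the sign of its mean. The cause was not tested for any of these changes, unless the alternative leaves out libraries or genes.

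The count of changed genes in limma, 7576 (4095 lower, 3481 higher), stayed within 1.5 times and the number lower of the 500 genes with the smallest p stayed at 375 to 486 under other pseudocounts, filters, scalings, tests, length correction and the block. After correction for GC content 1 gene changed (1 lower, 0 higher, also beyond a log2 fold change of 1.5) in limma, with 3808 at an unadjusted p under 0.05, and 206 of the 500 were lower. The median standard error went from 0.34 to 0.20 with this correction, while the prior degrees of freedom of limma, not finite before, became 4.17. EdgeR with GC correction also called 1 gene (1 lower, 0 higher), with 3805 unadjusted and 199 of 500 lower, and limma after GC and length correction 1 gene (1 lower, 0 higher), with 3728 unadjusted and 208 of 500 lower. With one library left out, 17 to 9625 genes changed (12 to 5050 lower, 5 to 4575 higher), and beyond a log2 fold change of 1.5 17 to 3495 (12 to 2424 lower, 5 to 1071 higher). The lowest of these were without siCTL B, with 12 lower and 5 higher, and the highest without siG3BP1 B. The lone library of a group is then assumed to vary like the libraries of the other group.

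The paper states in general that treatments were paired with their controls, but neither it nor the labels say that the shared letters mark such pairs. The correlation of same-letter deviations was 0.30, which does not settle it with 2 libraries per group; as it was positive, a crossed pairing was not run. With the letter as a replicate block 6044 genes changed (3664 lower, 2380 higher) in limma. With the block and GC correction 3929 changed (1936 lower, 1993 higher), 344 of them beyond that fold change (168 lower, 176 higher), and 209 of the 500 were lower. The fold changes equal those after GC correction without the block, the median standard error was 0.196 and limma's prior degrees of freedom were not finite. Calls gained with the block thus rest on another estimate of the spread, not on other fold changes.

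Genes beyond that fold change, 1162 lower and 173 higher in limma, were 700 and 392 under quantile normalization, 652 and 309 after length correction, and 677 and 313 after length correction with the block. Higher ones were 87 with a pseudocount of 5, 328 without the filter and 85 with a mean of at least 50. The first principal component held 54.2% without the filter and otherwise 71.3% to 92.7%; a share of variance has no replicate spread, so only moves of over 1.5 times count as a change. The 9 lists that passed in camera became 0 with an estimated correlation (smallest adjusted p = 0.794 from camera), 0 with fry (smallest adjusted p = 0.108) and 0 with an estimated correlation after GC correction (smallest adjusted p = 0.670 from camera). An estimated correlation leaves camera few degrees of freedom with 4 libraries. The smallest unadjusted p of any list was then 0.106 from camera, so the calls lost there say little about the lists. In the 9 lists the estimated correlation was 0.0513 (mitosis) to 0.954 (mitochondrial rRNAs), above the preset 0.01. P-values at the preset correlation may therefore be too small, most of all for lists with a high correlation. Of the 9 lists 4 were lower, and with G3BP1, the target of the siRNA, taken out of the stress granule list 8 lists passed. Calls were also gained, with 11 lists passing with the replicate block and 11 in edgeR (6 lower in both), and 12 with GC correction and the block (7 lower). With one library left out 6 to 13 lists passed, the most without siCTL B (7 lower), and under the other settings at the preset correlation 6 to 10.

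Log2 fold changes of named genes that turned sign were, after GC correction with or without the block, 0.0860 for IL6, -0.26 for TIMP1, -0.15 for KRT18, -0.32 for MUC1, -0.0304 for MCAM, -0.23 for MMP2, 0.0346 for MMP3 and 0.42 for MMP1; in edgeR with GC correction, 0.15 for IL6, -0.26 for TIMP1, -0.11 for KRT18, -0.27 for MUC1, -0.0282 for MCAM, -0.25 for MMP2 and 0.41 for MMP1; after GC and length correction, 0.0986 for IL6, -0.42 for TIMP1, -0.18 for KRT18, -0.40 for MUC1, -0.21 for MMP2 and 0.37 for MMP1; and under quantile normalization, 0.0957 for IL6 and -0.14 for MMP2. With one library left out, IL6 was at -0.85 to 0.28 and turned without siG3BP1 A, and MMP1 was at -1.40 to 0.63 and turned without siCTL B and without siG3BP1 A. Lists that turned were, after GC correction, 0.0836 for epithelial markers, -0.26 for endothelial markers and -0.13 for muscle markers (with the block, the last 2); in edgeR with GC correction, -0.26 for endothelial markers and -0.11 for muscle markers; after GC and length correction, 0.0529 for epithelial markers, -0.26 for endothelial markers and -0.11 for muscle markers. Others were, under quantile normalization, -0.0380 for p53 targets; with the authors' p-values, -0.33 for Fig. 3b genes, -0.18 for NF-κB targets and -0.0183 for p53 targets; in DESeq2, -0.18 for NF-κB targets; without the filter, -0.18 for NF-κB targets and -0.13 for endothelial markers; with a mean of at least 50, -0.22 for endothelial markers; after length correction, 0.0173 for p53 targets and -0.13 for extracellular matrix, and with the block -0.0258 for immune markers; and in fry, -0.0465 for p53 targets and -0.0257 for cholesterol synthesis. With one library left out the means were -0.23 to 0.46 for muscle markers (turned without siCTL A), -0.61 to -0.0767 for Fig. 3b genes (without siCTL B and without siG3BP1 A), -0.75 to -0.0651 for extracellular matrix (without siCTL B), -0.44 to -0.0281 for NF-κB targets (without siG3BP1 A) and -0.0561 to -0.0370 for p53 targets (without siG3BP1 B).

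Of 128 named genes with a GC value, 2 kept direction and side of the threshold after GC correction and 118 kept the direction and lost the call, and with the block as well 92 kept both and 27 lost the call. Of 129 named genes tested, 28 kept both without siCTL A, 17 without siCTL B, 109 without siG3BP1 A and 124 without siG3BP1 B. Of 30 lists, 19 (fry) to 30 (pseudocount 1) kept both. Depth limits what can be said of genes at a few reads, such as CSF2, IFNB1 and TNF.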

Differences from the paper's values

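The comparisons with the paper's values use alternatives that were set before the data were examined, and none was chosen to come closer to the paper.

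By RT-qPCR in WI-38 cells (Source Data of the paper, 3 experiments, with the standard error of the difference), normalized to GAPDH by the paper's methods, the paper's log2 fold change of IL6 is -3.28 (standard error 0.65). Here it is -1.38 relative to GAPDH (standard error 0.94 over n = 2 libraries per group) and -0.28 without that reference. Relative to GAPDH it is -0.44 without siG3BP1 A, -2.32 without siG3BP1 B, -0.15 after GC correction and -0.46 under quantile normalization. The paper's value for CXCL8 is -5.05 (standard error 1.19), against -3.10 relative to GAPDH here (standard error 0.55) and -0.79 after GC correction, and without that reference CXCL8 fell by 2.00 on the log2 scale. The paper's value for LMNB1 is -0.69 (standard error 0.57), against -2.86 relative to GAPDH here (standard error 0.88). Without that reference it is -1.76 (standard error 0.40), and -1.26 when siG3BP1 A is also left out. The standard errors relative to GAPDH come from the gene's own libraries, whereas 0.40 is from limma, pooled over genes. GAPDH, whose pseudogenes can share its reads, itself had a log2 fold change of 1.10 (adjusted p = 0.00265 from limma), and 0.72 without siG3BP1 A. It has a GC content of 59.8% and after GC correction was at 0.24 (adjusted p = 0.516 from limma, and 0.566 with the letter as a block). It did not pass without siCTL A (log2 fold change 1.05, adjusted p = 0.203 from limma), without siCTL B (1.15 and 0.211) or after length correction (0.83 and 0.0731). Relative to GAPDH, none of the alternatives with a value came within the larger of the 2 standard errors of the paper's value for any of the 3 genes, and the gaps themselves were not tested. The values relative to GAPDH were added after the data had been seen. The paper also reports a decrease of TNF mRNA by qPCR, and TNF had 0 reads in all 4 libraries here, so a decrease was not detectable at this depth.

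The paper gives over 60 M sequenced reads per sample (M, 1e+06 reads), and the reads counted in genes were 16.9 M in siCTL A, 22.7 M in siCTL B, 17.2 M in siG3BP1 A and 19.2 M in siG3BP1 B. The first is a count of sequenced reads and the second of reads in genes, and no alternative bears on it. The paper's reads were paired-end, and the deposited values do not show whether a pair was counted once. The gap is therefore no measure of reads lost.

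The paper states that a majority of genes fell. Of 13422 tested genes 49.2% had a negative log2 fold change, 4095 were lower and 3481 higher by limma. Lower genes outnumber higher ones here, but not under quantile normalization (3540 against 3727), after length correction (3145 against 3246), with the authors' p-values over the tested genes (3715 against 3736) or after GC correction with the block (1936 against 1993). A negative log2 fold change was held by over 50% of genes without the filter (51.3%), for protein-coding genes alone (51.3%), with TMM scaling (51.1%) and without siG3BP1 B (50.8%). Of the 500 genes with the smallest p, 92.8% were lower, which goes with the paper's statement on these genes. After GC correction 41.2% of the 500 genes with the smallest p were lower, and 41.8% with the block as well.

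The paper ranks cytokine and immune pathways below cell cycle signaling, with NF-κB, IL-8 and IL-6 signaling among the most lowered, by z-scores of Ingenuity Pathway Analysis. Here the mean log2 fold change was -0.24 for NF-κB signaling, -0.33 for IL-8 and -0.21 for IL-6 and STAT3 signaling, against -0.89 for mitosis, -0.78 for checkpoint genes, -0.64 for DNA replication and -0.33 for G1/S, on lists that are not those of the paper. Cytokines of the SASP had a mean of -0.82, cytokine receptors one of -0.62 and the interferon response one of -0.48, and 12 of the 13 genes labelled in Fig. 2f were lower by limma. Of these 1 passed without siCTL A, 1 without siCTL B and 10 without siG3BP1 A, and after GC correction the smallest adjusted p was 0.0747 from limma (10 of the genes passed with the letter as a block as well). IL6, labelled in Fig. 2f, did not pass here (adjusted p = 0.502 from limma) and among the alternatives passed only without siG3BP1 B (log2 fold change -0.85, adjusted p = 0.0209 from limma). In the authors' deposited table neither IL6 nor CXCL8 has an adjusted p under 0.05 (0.783 and 0.182). Whether the p-values of that table rest on these libraries alone was not tested.

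The paper states that, as in the RNA sequencing, most of the SASP factors on the multiplex array fell, among them metalloproteases. The array measured protein in conditioned media, whereas the values here are of mRNA. Of the 14 genes of that array 2 (CXCL8 and MMP10) were lower, 1 (TIMP2) was higher and the others did not pass or were too low to test in limma. Neither CXCL8 nor MMP10 has an adjusted p under 0.05 in the authors' deposited table (0.182 and 0.101). Without siCTL A the adjusted p was 0.102 for CXCL8, 0.0960 for MMP10 and 0.339 for TIMP2 from limma, without siCTL B 0.168, 0.496 and 0.313, and without siG3BP1 A 0.320 for MMP10. Without siG3BP1 B 5 genes passed, with IL6 also lower and TIMP1 higher (log2 fold change 0.84, adjusted p = 0.00516 from limma). Among SASP proteases and inhibitors 2 were lower and 9 higher, while among SASP cytokines 6 were lower and 2 higher and among growth factors 12 and 5.

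The paper states that p21 and p16 were unaffected, from protein. The mRNA of CDKN1A had a log2 fold change of 1.47 (adjusted p = 1.19e-04 from limma) and that of CDKN2A one of 0.75 (adjusted p = 0.0481 from limma). Neither passed after GC correction (log2 fold change 0.66 and 0.0142, adjusted p = 0.151 and 0.972 from limma). Without siCTL A CDKN1A was at 1.49 (adjusted p = 0.136 from limma) and CDKN2A at 0.48 (adjusted p = 0.612), and without siCTL B at 1.44 (adjusted p = 0.211 from limma) and 1.02 (adjusted p = 0.285). The median standard error over the tested genes was 0.34 with all libraries and 0.66 without siCTL A or B. Without siG3BP1 A CDKN1A passed at 0.93 (adjusted p = 0.0193 from limma) and CDKN2A did not pass (adjusted p = 0.0758). With the letter as a block after GC correction CDKN1A passed (adjusted p = 0.0169 from limma).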

Other observations

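The comparison by siRNA seed match, the stress granule list less G3BP1, the estimated correlation after GC correction and edgeR with GC correction were chosen after the data were seen, and the other tests were set beforehand.

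Most of the listed nuclear genes of oxidative phosphorylation and of the ribosomal protein genes were higher after G3BP1 depletion. Of 41 nuclear genes of oxidative phosphorylation, 0 were lower, 30 higher and 11 did not pass (0 and 31 when adjusted over the list alone). The ATP synthase subunit ATP5D had a log2 fold change of 1.41 and the cytochrome c oxidase subunit COX6A1 one of 1.41 (list adjusted p = 3.43e-07 from camera of limma, and 0.794 with an estimated correlation). Of 68 ribosomal protein genes, 1 was lower, 43 higher and 24 did not pass (1 and 43 when adjusted over the list alone). RPL36 had a log2 fold change of 1.34, RPSA one of 1.34 and the single lower gene, RPL7, one of -1.66 (list adjusted p = 4.61e-06 from camera of limma, and 0.794 with an estimated correlation). Ribosomal protein genes have many pseudogene copies that can share reads, which makes single values uncertain. The genes of oxidative phosphorylation had a mean exonic GC content of 51.7%, and after correction for it their mean log2 fold change was 0.76 (adjusted p = 1.23e-09 from camera, and 0.670 with an estimated correlation). The ribosomal protein genes had a mean exonic GC content of 49.9%, and after correction for it their mean log2 fold change was 0.62 (adjusted p = 3.69e-11 from camera, and 0.670 with an estimated correlation). No single member of either list passed after that correction in limma (smallest adjusted p = 0.0663), where 3808 of all tested genes had an unadjusted p under 0.05, and edgeR with GC correction called 1 gene in all. With the letter as a block after GC correction 30 and 41 members passed in limma. Of the oxidative phosphorylation genes 0 passed without siCTL A, 0 without siCTL B, 33 without siG3BP1 A and 36 without siG3BP1 B. Of the ribosomal protein genes 0 passed without siCTL A, 0 without siCTL B, 46 without siG3BP1 A and 56 without siG3BP1 B. Without siCTL A the adjusted p from limma was 0.250 for ATP5D, 0.214 for COX6A1, 0.226 for RPL36, 0.203 for RPSA and 0.162 for RPL7, and without siCTL B 0.216 for ATP5D, 0.224 for COX6A1, 0.223 for RPL36, 0.251 for RPSA and 0.211 for RPL7.

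Most lysosomal genes and mitochondrial transcripts were also higher. Of 25 lysosomal genes, 2 were lower, 17 higher and 6 did not pass (3 and 18 when adjusted over the list alone). The protease CTSD had a log2 fold change of 1.32 (list adjusted p = 0.00736 from camera of limma, and 0.794 with an estimated correlation). Of 13 mitochondrially encoded mRNAs, 0 were lower, 10 higher and 3 did not pass (0 and 11 when adjusted over the list alone). MT-ND3 had a log2 fold change of 1.34 and MT-CO2 one of 1.00 (list adjusted p = 0.00736 from camera of limma, and 0.794 with an estimated correlation). Nuclear copies of mitochondrial sequence can share these reads. Both mitochondrial rRNAs were higher, MT-RNR1 with 3.23 and MT-RNR2 with 1.74, also when adjusted over the list alone (list adjusted p = 0.0472 from camera of limma, and 0.794 with an estimated correlation). Mitochondrial rRNA was a trace of the normalized reads, at 0.00201% in siCTL A, 0.00494% in siCTL B, 0.0171% in siG3BP1 A and 0.00710% in siG3BP1 B. Lysosomal genes had a mean exonic GC content of 52.4%, and after correction for it their mean log2 fold change was 0.36 (adjusted p = 0.00114 from camera, and 0.691 with an estimated correlation). Mitochondrially encoded mRNAs had a mean exonic GC content of 44.2%, and after correction for it their mean log2 fold change was 1.37 (adjusted p = 4.80e-09 from camera, and 0.670 with an estimated correlation). The rRNAs had a mean exonic GC content of 44.2%, and after correction for it their mean log2 fold change was 3.10 (adjusted p = 0.0912 from camera, and 0.670 with an estimated correlation), and with the letter as a block as well the adjusted p was 0.0464 from camera. Of the lysosomal genes 0 passed without siCTL A, 0 without siCTL B, 19 without siG3BP1 A and 22 without siG3BP1 B. Of the mitochondrial mRNAs 0 passed without siCTL A, 0 without siCTL B, 11 without siG3BP1 A and 12 without siG3BP1 B. After GC correction 0 lysosomal genes, 0 mRNAs and 0 rRNAs passed in limma, and with the letter as a block as well 8, 13 and 2. Of all tested genes 2740 had an unadjusted p under 0.05 in limma without siCTL A, 2819 without siCTL B and 3808 after GC correction. Without siCTL A the adjusted p from limma was 0.255 for CTSD, 0.175 for MT-ND3, 0.191 for MT-CO2 and 0.301 for MT-RNR2, without siCTL B 0.224 for CTSD, 0.240 for MT-ND3, 0.270 for MT-CO2 and 0.120 for MT-RNR2, and without siG3BP1 A 0.201 for MT-RNR2. MT-RNR1 passed with each library left out in turn, and MT-RNR2 was at a log2 fold change of 1.11 without siCTL A and 0.90 without siG3BP1 A. Under quantile normalization the adjusted p from camera was 0.104 for lysosomal genes, 0.257 for the mRNAs and 0.143 for the rRNAs, and after length correction 0.412 (0.612 with the block) for the mRNAs and 0.242 (0.0138 with the block) for the rRNAs. For the rRNAs it was 0.468 without siG3BP1 A, 0.391 without siG3BP1 B, 0.0876 without the filter, 0.0987 with median-of-ratios scaling, 0.305 in DESeq2 and 0.0562 with the authors' p-values.

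Of 28 stress granule genes, 16 were lower, 4 higher and 8 did not pass (16 and 5 when adjusted over the list alone), with a mean of -0.65 (adjusted p = 0.0494 from camera of limma, and 0.794 with an estimated correlation). G3BP1, the target of the siRNA, is among them, and the list without it did not pass. The mean of the other 27 genes was -0.55 (adjusted p = 0.115 from camera of limma, and 0.794 with an estimated correlation), and 0.00450 after GC correction (adjusted p = 0.832 from camera, with the direction of its test down). The RNA-binding protein genes FMR1 and TIA1 had log2 fold changes of -2.14 and -1.97 and the helicase gene DDX3X one of -1.73. All 28 stress granule genes had a mean exonic GC content of 44.2%, and after correction for it their mean log2 fold change was -0.0789 (adjusted p = 0.594 from camera, and 0.838 with an estimated correlation). The list with G3BP1 did not pass without siCTL A (adjusted p = 0.0741 from camera), without siG3BP1 A (0.0873) or without siG3BP1 B (0.150). Nor did it pass in camera for protein-coding genes only (adjusted p = 0.0972), with median-of-ratios scaling (0.0639), with TMM scaling (0.0515) or after length correction (0.242, and 0.256 with the block). Of 29 chaperone genes, 12 were lower, 8 higher and 9 did not pass (13 and 8 when adjusted over the list alone), with a mean of -0.41 (adjusted p = 0.261 from camera). HSP90B1 had a log2 fold change of -1.79 and HSP90AA1, which has pseudogene copies that can share reads, one of -1.80. Chaperone genes had a mean exonic GC content of 47.6%, and after correction for it their mean log2 fold change was -0.17 (adjusted p = 0.131 from camera, and 0.691 with an estimated correlation). Of the stress granule genes 1 passed without siCTL A, 1 without siCTL B, 19 without siG3BP1 A and 25 without siG3BP1 B, and of the chaperone genes 0 passed without siCTL A, 0 without siCTL B, 19 without siG3BP1 A and 26 without siG3BP1 B. After GC correction 1 stress granule gene (G3BP1) and 0 chaperone genes passed in limma, and with the letter as a block as well 13 and 8. Of all tested genes 2740 had an unadjusted p under 0.05 in limma without siCTL A, 2819 without siCTL B and 3808 after GC correction. Without siCTL A the adjusted p from limma was 0.0520 for FMR1, 0.0714 for TIA1, 0.170 for DDX3X, 0.0960 for HSP90B1 and 0.113 for HSP90AA1, and without siCTL B 0.120 for FMR1, 0.188 for TIA1, 0.211 for DDX3X, 0.211 for HSP90B1 and 0.211 for HSP90AA1.

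Of 15 senescence markers, 7 were lower, 6 higher and 2 did not pass (7 and 6 when adjusted over the list alone), with a mean of -0.27 and a median of 0.21 (adjusted p = 0.677 from camera). LMNB1, which encodes lamin B1, had a log2 fold change of -1.76 (standard error 0.40, adjusted p = 1.92e-04 from limma) and one of -2.03 after GC correction, where the call ended without a smaller change (adjusted p = 0.0663 from limma, and 5.01e-11 with the letter as a block as well). The proliferation marker MKI67 had -1.47, RB1 -1.83 and GAPDH, used as a reference gene and with pseudogenes that can share reads, 1.10. Of 28 p53 targets, 9 were lower, 9 higher and 10 did not pass (9 and 9 when adjusted over the list alone). Their mean was -0.0465 and their median -0.0917, whereas the direction of camera's test was up (adjusted p = 0.902). MDM2 had a log2 fold change of -1.61. Of 22 genes of cholesterol synthesis, 8 were lower, 9 higher and 5 did not pass (8 and 11 when adjusted over the list alone). Their mean was -0.0257 and their median 0.64, and the direction of the test was up (adjusted p = 0.773 from camera). SC5D had a log2 fold change of -1.61 and HMGCS1 one of -1.49. Mean GC content was 49.3% for senescence markers, 49.2% for p53 targets and 49.2% for cholesterol synthesis. Without siCTL A the adjusted p from limma was 0.154 for LMNB1, 0.211 for MKI67, 0.105 for RB1, 0.203 for GAPDH, 0.175 for MDM2, 0.148 for SC5D and 0.170 for HMGCS1, and without siCTL B 0.211 for each of these genes. The log2 fold change of LMNB1 was -1.67 without siCTL A and -1.84 without siCTL B, that of MKI67 -1.33 and -1.62 and that of GAPDH 1.05 and 1.15. GAPDH was at 0.72 without siG3BP1 A and at 0.24 after GC correction (adjusted p = 0.516 from limma). Of the senescence markers 0 passed without siCTL A, 0 without siCTL B, 12 without siG3BP1 A and 13 without siG3BP1 B, in limma. Of the p53 targets 0 passed without siCTL A, 0 without siCTL B, 18 without siG3BP1 A and 20 without siG3BP1 B, and of the genes of cholesterol synthesis 0 passed without siCTL A, 0 without siCTL B, 15 without siG3BP1 A and 21 without siG3BP1 B. After GC correction 0 senescence markers, 0 p53 targets and 0 genes of cholesterol synthesis passed in limma, and with the letter as a block as well 10, 11 and 4. Of all tested genes 2740 had an unadjusted p under 0.05 in limma without siCTL A, 2819 without siCTL B and 3808 after GC correction. The GC-corrected list means were -0.21 (adjusted p = 0.303 from camera), 0.0670 (adjusted p = 0.485) and 0.0277 (adjusted p = 0.951).

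Of 12 epithelial markers 4 were measured, and 0 were lower, 2 higher and 2 did not pass (0 and 2 when adjusted over the list alone). KRT19 had a log2 fold change of 1.61 and KRT8 one of 0.80 (list adjusted p = 0.191 from camera, and 0.0371 without siCTL B, against 0.794 with an estimated correlation over all libraries). Of 10 endothelial markers 3 were measured, and 1 was lower, 2 higher and 0 did not pass (1 and 2 when adjusted over the list alone). TEK had -1.66, EGFL7 1.22 and VWF 0.94 (list adjusted p = 0.714 from camera). In the authors' deposited table, whose p-values may not rest on these libraries alone, neither KRT19 nor VWF has an adjusted p under 0.05 (0.190 and 0.130). Of 12 immune markers 2 were measured, and 0 were lower, 1 higher and 1 did not pass (0 and 1 when adjusted over the list alone). LYZ, which passed, had 1.49 and CD14, which did not, -0.72 (list adjusted p = 0.677 from camera). Of 10 muscle markers, 1 was lower, 3 higher and 6 did not pass (3 and 4 when adjusted over the list alone). MYOCD had -2.10 and TAGLN 0.94 (list adjusted p = 0.677 from camera). Mean GC content was 57.6% for epithelial, 56.8% for endothelial, 49.1% for immune and 52.0% for muscle markers. After GC correction 0 markers of these 4 types passed in limma, with list means of 0.0836, -0.26, 0.53 and -0.13, and with the letter as a block as well 1 epithelial, 1 endothelial, 2 immune and 4 muscle markers passed. Unadjusted, 3808 of all tested genes had a p under 0.05 in limma after GC correction. Without siCTL A the adjusted p from limma was 0.459 for KRT19, 0.432 for KRT8, 0.235 for TEK, 0.246 for EGFL7, 0.503 for VWF, 0.188 for LYZ and 0.345 for TAGLN. Without siCTL B it was 0.357 for KRT8, 0.211 for TEK, 0.235 for EGFL7, 0.243 for VWF, 0.211 for LYZ, 0.211 for MYOCD and 0.232 for TAGLN. Without siG3BP1 A it was 0.0653 for KRT19, 0.155 for KRT8, 0.444 for VWF, 0.0530 for MYOCD and 0.0980 for TAGLN, and without siG3BP1 B 0.298 for KRT19 and, now past the threshold, 0.00219 for KRT18 (log2 fold change 1.10) and 0.0275 for CD14. CD14 also passed after length correction (adjusted p = 0.0330 from limma) and after GC correction with the letter as a block (7.81e-06). The log2 fold change of KRT19 was 0.67 without siCTL A, 2.55 without siCTL B and 0.95 without siG3BP1 B. Without siG3BP1 A it was 0.34 for KRT8, 0.76 for EGFL7, 0.41 for VWF and 0.48 for TAGLN, and without siG3BP1 B 1.25 for KRT8 and 1.48 for VWF.

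Genes with a match to the siRNA seed in their 3' UTR (20.3% of 11849 searched) had a mean GC-corrected log2 fold change of -0.0915, against -0.00719 for the others. The difference was -0.0843 (standard error 0.0125 over genes, which are not independent replicates), and it was not corrected for the length of the 3' UTR. Before GC correction the mean log2 fold change was -0.555 with a match and -0.0394 without. Matches to the seed of the control siRNA were not searched.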
